# Hedgehog-interacting protein orchestrates alveologenesis and protects against bronchopulmonary dysplasia and emphysema

**DOI:** 10.1126/sciadv.adu2958

**Published:** 2025-05-07

**Authors:** Datian Ye, Shiyun Feng, Xinguo Yang, Yanjing Su, Jing Zhang, Haixin Feng, Minqi Zhou, Bin Zhou, Lihui Duan, Tien Peng, Chaoqun Wang

## Abstract

Most of the lung’s gas-exchange surface forms during alveologenesis and its disruption causes bronchopulmonary dysplasia (BPD) in infants, characterized by alveolar simplification and myofibroblast accumulation. BPD also increases the risk of adult emphysema, marked by alveolar loss. Despite this connection, mechanisms linking these conditions and effective treatments are still lacking. We identify hedgehog-interacting protein (*HHIP*), associated with both BPD and emphysema, as a critical regulator of alveologenesis. During this process, *Hhip*-expressing cells expanded, accompanied by hedgehog (Hh) signaling inhibition and myofibroblast transition. Stromal-specific *Hhip* deletion led to hyperactivation of Hh-IGF1 signaling axis, causing persistent SMA^+^ myofibroblasts and epithelial stem/progenitor cell senescence. Hyperactivation of this pathway was also observed in human BPD and hyperoxia-induced BPD models. Early *Hhip* deficiency resulted in adult emphysema with myofibroblast accumulation. We developed a therapeutic Fc-fused HHIP protein that mitigated BPD in neonatal mice and prevented adult emphysema. These findings establish HHIP as a critical regulator of alveologenesis and a therapeutic target for BPD and emphysema.

## INTRODUCTION

Alveologenesis is the final and vital phase of lung development after the saccular stage. It initiates on postnatal day (P) 3 and continues until P39 in mice (*1*–*3*). The process is further subdivided into two phases: classical alveologenesis (P3-P14) and continued alveologenesis (P15-P39). During the classical phase, the division of alveolar sacs by the formation of secondary septa leads to a drastic expansion of gas-exchange surface. In the continued phase, the increase of alveolar surface is largely attributed to simple volume expansion concomitant with the growth of the lung and the chest cavity. Myofibroblasts in the alveoli, characterized by the coexpression of α–smooth muscle actin (SMA) and platelet-derived growth factor receptor–α (PDGFRα), play a critical role in the formation of secondary septa during classical alveologenesis. These cells typically regress as lung development progresses beyond this phase (*4*–*7*). The dysregulation of myofibroblast formation and disappearance during alveologenesis has been consistently associated with alveolar malformations (*6*, *8*–*10*). However, the precise mechanisms underlying this process remain poorly understood.

Bronchopulmonary dysplasia (BPD), characterized by alveolar simplification, is the most common and serious chronic lung disease in preterm infants (*11*). The unclear mechanisms of BPD and incomplete understanding of alveologenesis hinder the development of effective treatments. Lung tissues of patients with BPD demonstrate aberrant persistence of myofibroblasts, highlighting their role as a clinically relevant feature of BPD and a potential therapeutic target (*12*).

Chronic obstructive pulmonary disease (COPD) is the third leading cause of death worldwide. As a major type of COPD, emphysema is characterized by alveolar loss, resulting in enlarged airspaces and a reduced surface area for gas exchange (*13*). This condition shares a similar alveolar phenotype with BPD (*14*). Notably, individuals with childhood BPD history have a higher risk of developing emphysema in adulthood (*15*, *16*). Thus, understanding the mechanisms of alveologenesis and BPD pathogenesis could reveal therapeutic targets for both conditions.

Hedgehog (Hh)–interacting protein (*HHIP*) is a disease-susceptibility gene for both BPD and COPD (*17*–*20*). HHIP acts as a negative regulator of Hh signaling by sequestering SHH, thereby modulating lung stromal-epithelial interactions (*21*, *22*). We have previously showed that *Hhip* deletion and Hh activation disrupt stromal cell function in adult lung (*23*, *24*). In this study, we set out to define HHIP’s role in regulating alveologenesis and BPD pathogenesis. Our findings demonstrate that HHIP drives myofibroblast transition, inhibits epithelial stem/progenitor cell senescence, and guards against BPD and BPD-associated emphysema via suppressing Hh-IGF1 signaling axis.

## RESULTS

### Alveolar expansion of *Hhip*-expressing cells is accompanied by Hh inhibition and myofibroblast transition

Alveologenesis is a complex process involving substantial changes in cell type composition, in particular the dynamics of myofibroblasts in the alveoli. We set out to examine the temporal changes of myofibroblasts by staining SMA during this process and revealed a timely decline: Myofibroblast population exhibited a gradual decrease from P7 to P14 (Fig. 1A and fig. S1A), as previously reported (*5*). To further explore whether myofibroblasts died or became SMA negative (SMA^−^) after P7, we generated *Acta2^DreER/+^:R26R^RSR-tdT/+^* mice, allowing us to trace SMA-lineage cells. SMA-lineage cells were widely present in the alveoli at both P7 and P14 (Fig. 1B). Costaining with SMA showed that 95% of myofibroblasts in the alveoli were effectively labeled in our SMA-lineage tracing animals (Fig. 1B and fig. S1B). Among these SMA-lineage cells, approximately 90% were SMA positive (SMA^+^) at P7. However, by P14, the majority had transitioned to SMA^−^ (Fig. 1C). These findings suggest that, between P7 and P14, myofibroblasts undergo a phenotypic change from SMA^+^ to SMA^−^, rather than being lost. We refer to this process as myofibroblast transition.

**Fig. 1.**
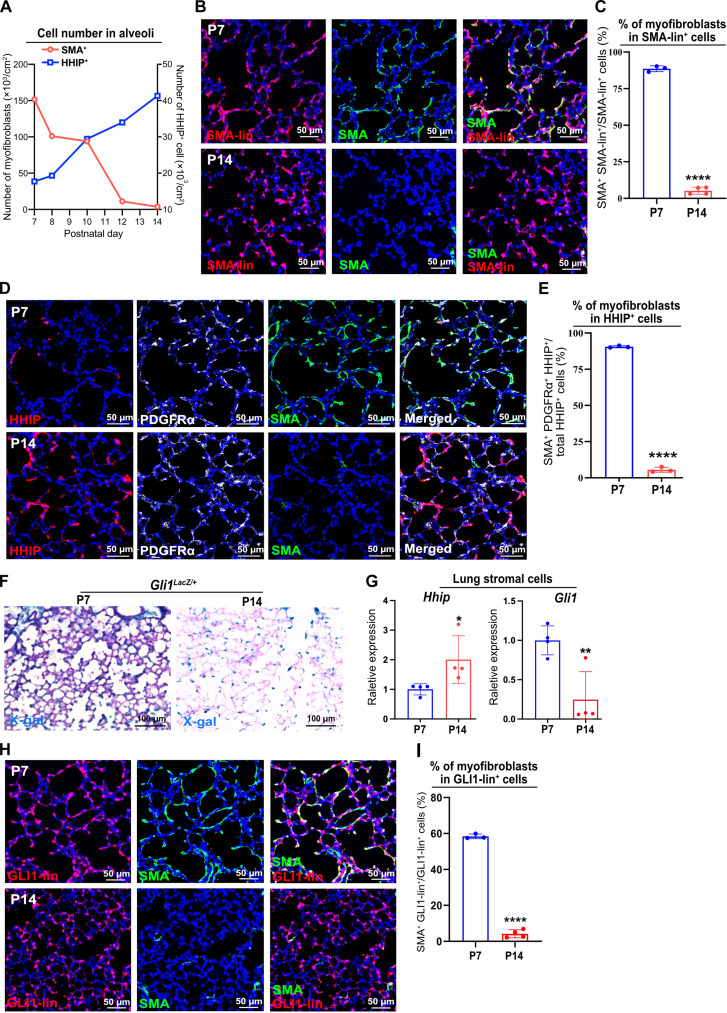
Expansion of HHIP^+^ cells, Hh inhibition, and myofibroblast transition during alveologenesis. (**A**) Quantification of SMA^+^ and HHIP^+^ cells in the alveoli during alveologenesis. (**B**) Immunofluorescence (IF) analysis of SMA-lineage cells (staining tdT) and SMA in the alveoli of *Acta2^DreER/+^:R26R^RSR-tdT/+^* mice at P7 and P14. (**C**) Histology quantification of the percentage of SMA^+^ myofibroblasts in total SMA-lineage cells. (**D**) IF analysis of HHIP, PDGFRα, and SMA expression in the alveoli. (**E**) Histology quantification of the percentage of myofibroblasts in HHIP^+^ cells. (**F**) X-gal staining of *Gli1^lacZ/+^* reporter demonstrates *Gli1* expression in the alveoli of P7 and P14 mice. (**G**) qPCR analysis of *Hhip* and *Gli1* expression in the lung stromal cells of P7 and P14 mice. (**H**) IF analysis of GLI1-lineage cells (staining tdT) and SMA in the alveoli of *Gli1^CreER/+^:R26R^tdT/+^*mice. (**I**) Histology quantification of the percentage of myofibroblasts in total GLI1-lineage cells. Each data point represents one mouse [(A), (C), (E), (G), and (I)] of an individual experiment. Data are expressed as mean ± SD. *P < 0.05, **P < 0.005, and ****P < 0.0001.

Notably, we observed a concurrent rise in the number of *Hhip*-expressing cells in the alveoli as SMA^+^ myofibroblasts decreased from P7 to P14 (Fig. 1A and fig. S1A). Colocalization of HHIP with SMA and PDGFRα showed that the majority of HHIP^+^ cells were positive for these markers at P7, indicating that these cells were myofibroblasts in the alveoli (Fig. 1, D and E). However, by P14, the majority of HHIP^+^ cells turned SMA^−^ (Fig. 1, D and E). Myofibroblasts in the alveoli consist of two populations: CDH4^−^ alveolar myofibroblasts (ALMFs) surrounding alveoli and CDH4^+^ ductal myofibroblasts (DMFs) surrounding alveolar ducts (*25*). Immunostaining analysis showed that *Hhip* was expressed in both ALMFs and DMFs at P7 (fig. S1C).

As a negative regulator of Hh signaling, HHIP suppresses Hh activation by sequestering sonic hedgehog ligand (SHH). Consistent with the increased expression of *Hhip*, we found that the number of cells expressing *Gli1*, a transcriptional readout of Hh activation (*26*), substantially decreased in the alveoli by P14 (Fig. 1F), as previously reported (*27*). Quantitative polymerase chain reaction (qPCR) analysis of lung stromal cells confirmed the above findings, demonstrating up-regulation of *Hhip* and down-regulation of *Gli1* expression during alveologenesis (Fig. 1G). Our previous study demonstrated that Gli1^+^ cells are largely absent in the alveoli of adult lungs, while Gli2^+^ cells are abundantly present (*23*). During alveologenesis, RNA in situ hybridization for *Gli2* and *Gli1* expression, combined with PDGFRα immunostaining, revealed that Gli2^+^ cells were widely present in alveolar stromal cells at both P7 and P14, with all Gli1^+^ cells also expressing *Gli2* (fig. S1, D to F). Consistent with the *Gli1^LacZ/+^* reporter, *Gli1* expression decreased significantly at P14 compared with P7 (fig. S1, D and G). In addition, *Gli2* RNA in situ analysis of SMA-lineage cells at P14 revealed that most of these cells were Gli2^+^, with minimal *Gli1* expression (fig. S1, H and I). These data suggest that Gli1-expressing cells constitute a subset of Gli2^+^ cells. The sustained expression of *Gli2* in these cells appears to be independent of active Hh signaling, in line with our earlier observations in adult lungs (*23*).

To further explore whether alveolar *Gli1*-expressing cells decreased in number due to Hh signaling inhibition or cell death, we labeled GLI1-lineage cells at birth. Lineage-tracing analysis demonstrated that GLI1-lineage cells widely presented in the alveoli at both P7 and P14 (Fig. 1H), indicating that the decrease in the number of *Gli1*-expressing cells was caused by Hh inhibition. Consistent with the findings from SMA-lineage tracing, around 60% of GLI1-lineage cells were SMA^+^ at P7, when Hh was active. However, by P14, when Hh was inhibited, less than 5% of these GLI1-lineage cells remained SMA^+^ (Fig. 1, H and I). Of note, approximately 90% of myofibroblast population was marked by GLI1-lineage cells at both P7 and P14 (fig. S1J). Immunostaining analysis of CDH4 and HHIP in SMA-lineage and GLI1-lineage cells revealed a significant increase in the ratio of DMFs from P7 to P14 (fig. S2, A to D). Together, these data indicate a potential link between myofibroblast transition and Hh signaling inhibition, suggesting that HHIP likely modulate both Hh activation and myofibroblast transition.

### HHIP down-regulates the stromal Hh-IGF1 signaling to drive myofibroblast transition

To determine whether and how HHIP modulates myofibroblast transition during neonatal alveolarization, we generated *Hhip* conditional knockout mice *Gli1^CreER/+^:Hhip^flox/flox^* (hereafter referred to as *Gli1^HHIPCKO^*). Deletion of *Hhip* resulted in a significant increase in the number of SMA^+^ myofibroblasts at P14, compared with control lungs (Fig. 2, A and B). Consistently, flow cytometry analysis revealed a significant increase in the percentage of SMA^+^ myofibroblasts among the PDGFRα^+^ stromal cells, as well as within total lung stromal cells, in P14 *Gli1^HHIPCKO^* mice compared with controls (fig. S3, A to C). Colocalization of SMA with CDH4 and PDGFRα revealed that the loss of *Hhip* led to an increased number of both SMA^+^ ALMFs and SMA^+^ DMFs (fig. S3, D to F). qPCR analysis of the lung stromal cells isolated from *Gli1^HHIPCKO^* confirmed loss of *Hhip* and up-regulation of *Acta2* (encoding SMA), along with induction of *Gli1*, indicating Hh activation after *Hhip* deletion (fig. S3G). To further assess the effect of Hh activation on myofibroblasts, we used a mouse model, *Gli1^CreER/+^:R26R^SmoM2/tdT^* (hereafter referred to as *Gli1^SMO^*), wherein constitutively active SmoM2 (*28*) could be induced to persistently activate Hh signaling in GLI1-lineage cells. In line with the findings from *Gli1^HHIPCKO^* mice, histological analysis of *Gli1^SMO^* lungs at P14 revealed a significant rise in SMA^+^ myofibroblast abundance (fig. S3, H to J). These data suggest that HHIP regulates the transition of myofibroblasts by restricting Hh activation.

**Fig. 2.**
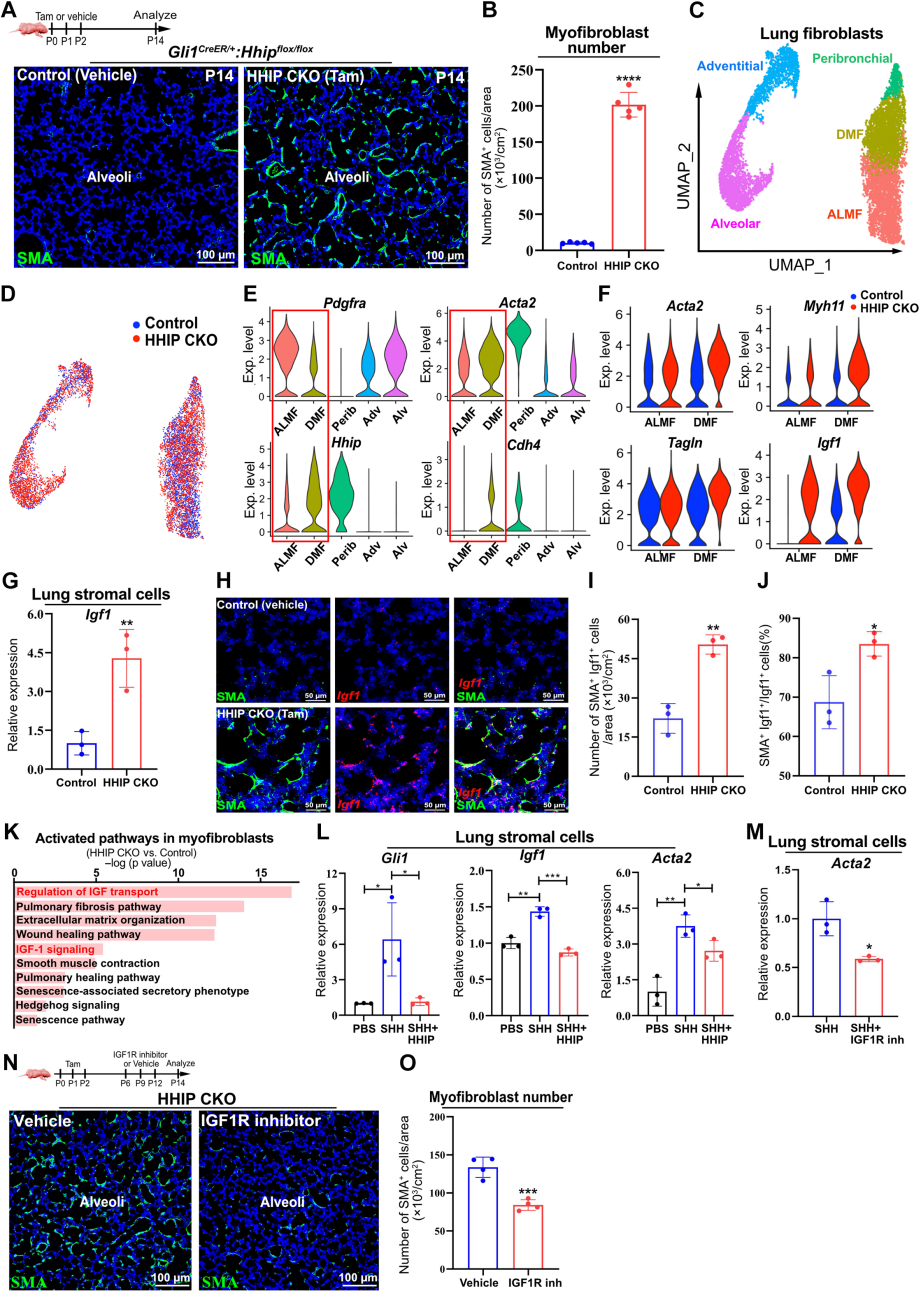
*Hhip* deletion induces the persistence of myofibroblasts. (**A**) IF analysis of SMA in the alveoli of *Hhip*-deleted (HHIP CKO) and control mice at P14. (**B**) Number of myofibroblasts per unit alveolar area of *Hhip*-deleted and control mice. (**C** and **D**) UMAP showing cell clusters in the lung fibroblasts of *Hhip*-deleted and control mice at P14. (**E**) Violin plots showing the expression of *Pdgfra*, *Acta2*, *Hhip*, and *Cdh4* in alveolar myofibroblasts (ALMF), ductal myofibroblasts (DMF), peribronchial fibroblasts (Perib), adventitial fibroblasts (Adv), and alveolar fibroblasts (Alv). (**F**) Expression of *Acta2*, *Myh11*, *Tagln*, and *Igf1* in ALMFs and DMFs of *Hhip*-deleted and control mice. (**G**) qPCR analysis of *Igf1* expression in the lung stromal cells isolated from *Hhip*-deleted and control mice. (**H**) Analysis of *Igf1* (RNA in situ*)* and SMA expression in the alveoli. (**I**) Number of SMA^+^ Igf1^+^ cells per unit alveolar area of *Hhip*-deleted and control mice at P14. (**J**) Percentage of SMA^+^ Igf1^+^ cells in total Igf1^+^ cells. (**K**) Top 10 activated pathways in *Hhip*-deleted, relative to control myofibroblasts, analyzed with IPA. (**L**) qPCR analysis of *Gli1*, *Igf1*, and *Acta2* expression in the lung stromal cells treated with PBS, SHH, and SHH plus HHIP. (**M**) qPCR analysis of *Acta2* expression in SHH-stimulated lung stromal cells treated with vehicle or IGF1R inhibitor. (**N**) IF analysis of SMA expression in the alveoli of *Hhip*-deleted mice administered with vehicle or IGF1R inhibitor. (**O**) Number of myofibroblasts per unit alveolar area of *Hhip*-deleted mice administered with vehicle or IGF1R inhibitor. All in vitro experiments have been repeated at least one time with consistent results for validation. Each data point represents one mouse [(B), (G), (I), (J), and (O)] of an individual experiment. Data are expressed as mean ± SD. *P < 0.05, **P < 0.005, ***P < 0.0005, and ****P < 0.0001.

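Single-cell libraries were made from the lungs of 1 *Gli1 HHIPCKO* mouse and 1 control mouse at P14. Both mice carried *Gli1 creER* and floxed *Hhip*. The *Gli1 HHIPCKO* mouse received tamoxifen at 100 mg/kg per day for 3 days from birth, and the control mouse received oil. Sorted stromal and epithelial cells of each mouse were combined at a ratio of 3:1, so the libraries hold fibroblasts, smooth muscle cells and pericytes as well as AT2s. The paper's methods name a 5′ kit, which is followed here, while the labels of the samples name a 3′ kit. The authors aligned the reads to mm10 and counted unique molecular identifiers (UMIs) with CellRanger 6.1.0, and they deposited the counts per gene and cell without normalization. The control library holds 43291709 UMIs in 10999 cells, with 21254 genes detected and a median of 3531 UMIs and 1564 genes per cell. The *Gli1 HHIPCKO* library holds 52338969 UMIs in 12350 cells, with 21437 genes detected and a median of 3720 UMIs and 1699 genes per cell. The paper states the same cell numbers and medians.

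Cells were clustered on 2000 variable genes and 30 principal components, with both libraries together, without integration and with 60 genes held out of clustering and naming. *Hhip*, *Acta2*, *Igf1*, *Cdkn1a* and the other genes that the paper's conclusions name were among the genes held out. Clusters were called ALMF-like, DMF-like, AT2-like and so on from fixed marker genes. The scoring rule that turned markers into names was set, and once revised, after the clusters had been seen. It left 16 clusters unnamed, with 16.5% of the control cells and 14.9% of the *Gli1 HHIPCKO* cells, and 8 of these clusters carried markers of another lineage. No doublet caller was run for the values reported. The named classes hold 1410 control and 1020 *Gli1 HHIPCKO* ALMF-like cells, 1421 and 1826 DMF-like cells, and 3287 and 2993 AT2-like cells. The ALMF-like and DMF-like clusters hold cells of mainly 1 library, so library and cell state are not separated within them. The ALMF-like clusters have 952 control and 56 *Gli1 HHIPCKO* cells, 9 and 937 cells, and 449 and 27 cells. The one with 937 *Gli1 HHIPCKO* cells has 1 ALMF marker among its 10 leading genes. The largest DMF-like clusters have 1304 control and 23 *Gli1 HHIPCKO* cells and 12 and 967 cells. A DMF-like cluster of 5 control and 575 *Gli1 HHIPCKO* cells has the stress-responsive genes *Socs3* and *Egr1* among its leading genes, and an AT2-like cluster of 415 control and 2232 *Gli1 HHIPCKO* cells is led by *Lcn2*, *Lyz1* and *Chil1*.

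With 1 mouse per condition there is no replicate error and no test of a difference. Each value is a sum of UMIs over the cells of a class, given as counts per 1000000 UMIs of that class (CPM), and the log2 ratio sets *Gli1 HHIPCKO* over control. Intervals are 95% exact binomial intervals for ratios and shares and exact Poisson intervals for CPM. They cover counting error only, not differences between mice. The control mouse and the *Gli1 HHIPCKO* mouse also differ in sex-linked genes, with *Xist* in 0.110% of control and 56.7% of *Gli1 HHIPCKO* cells, so an effect of sex is not separated from that of the deletion. Only the *Gli1 HHIPCKO* mouse received tamoxifen, so an effect of tamoxifen itself is not separated either.

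*Hhip* (ENSMUSG00000064325; chromosome 8 of GRCm38, 79965851 to 80058006), the deleted gene, fell from 1954 to 340 CPM in DMF-like cells, a log2 ratio of −2.52 (95% interval −2.60 to −2.45). In ALMF-like cells it fell from 519 to 205 CPM, a log2 ratio of −1.34 (−1.47 to −1.22). The ratio was −1.67 in peribronchial fibroblast-like cells, −1.38 in alveolar fibroblast-like cells and −0.41 in adventitial fibroblast-like cells. Among the alternative settings, clustering the libraries separately moved the ALMF-like ratio most, to −0.35.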

To further characterize the functional role of HHIP in regulating myofibroblast transition, we performed single-cell RNA sequencing (scRNA-seq) on lung fibroblasts of *Gli1^HHIPCKO^* and the control mice at P14. Clustering analysis identified five distinct fibroblast clusters in the P14 lung (Fig. 2, C and D). 

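The genes that describe the fibroblast subsets in Fig. 2E were kept out of clustering and naming here, and their levels were taken over both libraries together. *Pdgfra* stood at 1158 CPM (95% interval 1135 to 1182) in 2430 ALMF-like cells, 702 CPM in 2677 alveolar fibroblast-like cells, 459 CPM in 3247 DMF-like cells, 339 CPM in 838 adventitial fibroblast-like cells and 50.7 CPM in 405 peribronchial fibroblast-like cells. *Acta2* was at 11399 CPM in peribronchial fibroblast-like cells, 1680 CPM in DMF-like cells, 1177 CPM in ALMF-like cells, 603 CPM in alveolar and 308 CPM in adventitial fibroblast-like cells. The order of DMF-like and ALMF-like cells is that of the *Gli1 HHIPCKO* library, and in the control library *Acta2* was higher in ALMF-like cells. *Hhip* was at 1263 CPM in peribronchial fibroblast-like cells, 974 CPM in DMF-like cells and 391 CPM in ALMF-like cells. *Cdh4* was at 167 CPM in DMF-like, 109 CPM in peribronchial fibroblast-like and 69.7 CPM in ALMF-like cells. *Cd9* was at 703 CPM in peribronchial fibroblast-like cells and 417 CPM in adventitial fibroblast-like cells. *Dcn* reached 4535 CPM and *Pi16* 515 CPM in adventitial fibroblast-like cells, against 402 and 43.9 CPM in alveolar fibroblast-like cells. *Npnt* reached 3988 CPM and *Scube2* 1203 CPM in alveolar fibroblast-like cells. In the other 4 classes, *Npnt* ran from 44.9 to 76.4 CPM and *Scube2* from 10.6 to 37.2 CPM.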

Signature gene analysis for each subset (Fig. 2E, fig. S3K, and table S1) characterized them as ALMFs (Pdgfra^hi^/Acta2^+^/Hhip^+^), DMFs (Pdgfra^+^/Acta2^+^/Hhip^hi^/CDH4^+^), peribronchial fibroblasts (Pdgfra^−^/Acta2^+^/Cd9^hi^), adventitial fibroblasts (Pdgfra^+^/Dcn^hi^/Pi16^hi^), and alveolar fibroblasts (Pdgfra^+^/Npnt^hi^/Scube2^hi^), as we and others previously reported (*23*, *25*, *29*). 

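For ALMF-like and for DMF-like cells, the 100 genes with the largest fold over all other fibroblast-like cells were listed among genes detected in the class. The lists shared 0 genes, and the 50 leading genes of each also shared 0. Each of the pair of classes is part of the other's comparison group in this setup, which lowers the fold of a gene that both express. Clustering at resolution 0.5, or the libraries separately, gave 1 shared gene. With doublets left out, or with the genes of tables S2 to S4 held out, no peribronchial class was named and no overlap was computed. Between DMF-like and peribronchial fibroblast-like cells, 5 genes were shared. When the fold was instead taken over the 3 fibroblast classes other than ALMF and DMF, a setting chosen after seeing the data, the lists shared 56 genes. Of these, 8 are markers used to name the classes, and 1.83 shared genes would be expected by chance among the 5467 genes detected.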

Comparison of signature genes between ALMFs and DMFs revealed a high degree of concordance in marker gene expression (fig. S3L). Gene ontology (GO) analysis of their signature genes showed that both ALMFs and DMFs were enriched in GO terms related to extracellular matrix organization, branching morphogenesis, and cell growth (fig. S3, M and N). Notable differences included ALMFs being enriched in the regulation of kinase activity, while DMFs were enriched in contractile fiber. Differentially expressed gene (DEG) analysis of myofibroblasts between *Gli1^HHIPCKO^* versus control confirmed altered myofibroblast transition in *Gli1^HHIPCKO^*, indicated by significant up-regulation of myofibroblast signature genes (*Acta2*, *Myh11*, and *Tagln*) in both ALMFs and DMFs (Fig. 2F and tables S2 and S3). 

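*Acta2* (ENSMUSG00000035783; chromosome 19, 34241090 to 34255590), which encodes SMA, was at 1257 CPM in control and 1062 CPM in *Gli1 HHIPCKO* ALMF-like cells, a log2 ratio of −0.24 (95% interval −0.31 to −0.18). In DMF-like cells it rose from 970 to 2139 CPM, a log2 ratio of 1.14 (1.09 to 1.20). Over ALMF-like and DMF-like cells together it rose from 1130 to 1751 CPM, a log2 ratio of 0.63 (0.60 to 0.67). The ALMF-like ratio depends on how values are averaged and on where the boundary between the classes runs. It was 0.073 as a difference of means of the log-normalized value over cells, and −0.71 with clustering at resolution 0.5. The DMF-like ratio stayed above 0 under each alternative, with 0.78 as its lowest value.

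*Myh11* (ENSMUSG00000018830; chromosome 16, 14194535 to 14291372) rose from 201 to 277 CPM in ALMF-like cells, a log2 ratio of 0.46 (0.33 to 0.59). In DMF-like cells it rose from 219 to 510 CPM, a log2 ratio of 1.22 (1.11 to 1.33). *Tagln* (ENSMUSG00000032085; chromosome 9, 45929619 to 45936058) was at 1692 CPM in control and 1652 CPM in *Gli1 HHIPCKO* ALMF-like cells. Its log2 ratio of −0.03 (−0.08 to 0.02) shows no difference detectable at this depth, but it depends on the clustering. Under the alternatives it ran from −0.53 (−0.63 to −0.43) at resolution 0.5 to 0.22 (0.17 to 0.26). The highest value came with the immediate early genes held out of clustering, chosen after seeing the data. In DMF-like cells *Tagln* rose from 1612 to 3170 CPM, a log2 ratio of 0.98 (0.93 to 1.02). The paper reasons from an up-regulation of these genes in both ALMFs and DMFs (Fig. 2F and tables S2 and S3) and concludes that the myofibroblast transition is altered in *Gli1 HHIPCKO*. It also draws on SMA staining, flow cytometry, qPCR of *Acta2* and *Gli1 SMO* mice, which the values here do not address.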

*Acta2* is also expressed in smooth muscle cells and pericytes. 

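*Acta2* was also summed over the smooth muscle and pericyte classes. In vascular smooth muscle-like cells, 398 of the control and 425 of the *Gli1 HHIPCKO* mouse, it was at 17706 CPM in control and 13180 CPM in *Gli1 HHIPCKO*, a log2 ratio of −0.43 (95% interval −0.46 to −0.40). In pericyte-like cells, 430 and 710, it was at 354 and 283 CPM, a log2 ratio of −0.32 (−0.55 to −0.09). The peribronchial fibroblast-like class is led by *Sbspon* and *Cnn1* and also carries airway smooth muscle markers, and no cluster was named airway smooth muscle in the clustering reported here, while 1 alternative, without doublets, gave that name to cells of both libraries. In the peribronchial fibroblast-like class, *Acta2* was at 12967 CPM in control and 10282 CPM in *Gli1 HHIPCKO*, a log2 ratio of −0.33 (−0.38 to −0.29). None of the alternatives that gave a value brought a ratio in these 3 classes above 0. The value closest to 0 was −0.0052 in pericyte-like cells, as a difference of means of the log-normalized value, and the lowest was −1.41 in vascular smooth muscle-like cells, with the libraries clustered separately.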

We further performed scRNA-seq analysis on these populations from *Gli1^HHIPCKO^* and control lungs, revealing no significant up-regulation of *Acta2* expression in either population following *Hhip* deletion (fig. S4, A to D).

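*Igf1* (ENSMUSG00000020053; chromosome 10, 87858265 to 87937042) rose from 145 CPM in control to 815 CPM in *Gli1 HHIPCKO* ALMF-like cells, a log2 ratio of 2.49 (95% interval 2.36 to 2.61). In DMF-like cells it rose from 321 to 1228 CPM, a log2 ratio of 1.94 (1.85 to 2.02). Among the alternatives, holding the immediate early genes out of clustering, chosen after seeing the data, moved the ALMF-like ratio most, to 3.30. The log2 ratios of all genes detected in at least 10% of the cells of either library were then ranked. *Igf1* was the gene of rank 12 among 5860 genes in ALMF-like cells and of rank 30 among 5286 genes in DMF-like cells. In ALMF-like cells, *Adh1*, *Itga8*, *Eva1a*, *Sorl1* and *Npnt* had the largest ratios. The rank depends on the scale. By the difference of means of the log-normalized value over cells, *Igf1* ranked 1 in both classes, and on Seurat's average log2 fold change it ranked 1 in ALMF-like and 8 in DMF-like cells. Over every gene with at least 50 UMIs it ranked 35 and 83.

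**Figure D1:**
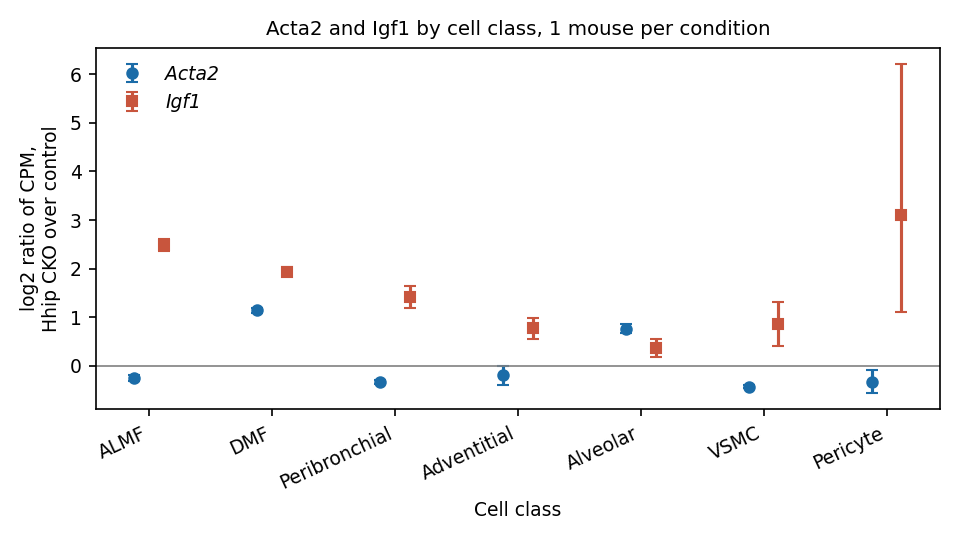
Log2 ratio of CPM, *Gli1 HHIPCKO* over control, of *Acta2* (circles) and *Igf1* (squares) in 7 cell classes, with 95% exact binomial intervals that cover counting error only (1 mouse per condition). *Igf1* is above 0 in each class shown, with a wide interval in pericyte-like cells, and *Acta2* is above 0 in DMF-like and alveolar fibroblast-like cells only; under alternative settings it changes sign in ALMF-like and in adventitial fibroblast-like cells.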

Notably, *Igf1* exhibits the most pronounced up-regulation among the DEGs of myofibroblasts between *Gli1^HHIPCKO^* versus control (Fig. 2F and tables S2 and S3), as further confirmed by qPCR and RNA in situ analysis (Fig. 2, G to J), suggesting activation of IGF1 signaling in *Gli1^HHIPCKO^*. To further dissect molecular mechanisms underlying myofibroblast alteration, we performed ingenuity pathway analysis (IPA) analysis of the DEGs (*Gli1^HHIPCKO^* versus control). 

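The authors' pathway software was not used, so pathway activation in myofibroblasts was not measured here. A fixed list of 13 IGF genes (*Igf1*, *Igf1r*, *Igf2*, *Igf2r*, *Igfbp2* to *Igfbp7*, *Irs1*, *Irs2* and *Pappa*) was set against 10000 random lists matched on mean expression, as a description of these 2 libraries. In ALMF-like cells, with 12 genes measured, the median log2 ratio was 0.024, at percentile 59.3 of the random lists. In DMF-like cells, with all 13 measured, it was −0.242, at percentile 0.68. The list mixes ligands, receptors, binding proteins and other genes, so its median does not measure activation of the pathway. Members moved both ways, with 5 higher and 8 lower in DMF-like cells, where *Igfbp3* to *Igfbp7* were all lower. *Igf1r* had a log2 ratio of 1.01 in ALMF-like and 0.86 in DMF-like cells and *Igf2* of 2.65 and 1.77, while *Igfbp3* had −2.31 and −3.40. In ALMF-like cells the median of the list was −0.306 with clustering at resolution 0.5, below its random range of −0.231 to 0.259. It was 0.325 with the libraries clustered separately, above its range of −0.286 to 0.197. The ALMF-like result therefore depends on the clustering.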

Consistently, IGF1 signaling was predicted as one of the top activated pathways in *Gli1^HHIPCKO^* myofibroblasts (Fig. 2K). To gain a more comprehensive understanding of the expression patterns of *Igf1* and its receptor *Igf1r*, we re-analyzed publicly available scRNA-seq data from Chen’s group (*25*), which includes all lung cell types. The analysis revealed that *Igf1* is predominantly expressed in stromal cells, including ALMFs and DMFs (fig. S4E). *Igf1r* exhibits a broader expression profile, being detected in stromal cells such as ALMFs and DMFs, as well as in alveolar and airway epithelium, endothelium, and immune cells (fig. S4F). 

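In peribronchial fibroblast-like cells, 147 of the control and 258 of the *Gli1 HHIPCKO* mouse, *Igf1* rose from 364 to 968 CPM, a log2 ratio of 1.41 (95% interval 1.19 to 1.63). In adventitial fibroblast-like cells, 371 and 467, it rose from 201 to 343 CPM, a log2 ratio of 0.77 (0.55 to 0.99). As a difference of means of the log-normalized value over cells, the adventitial ratio was 0.29.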

In our stromal cell analysis, besides ALMFs and DMFs, we also observed an up-regulation of *Igf1* in peribronchial fibroblasts, with a modest increase in adventitial fibroblasts of *Gli1^HHIPCKO^* (fig. S4G). 

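In alveolar fibroblast-like cells, 738 of the control and 1939 of the *Gli1 HHIPCKO* mouse, *Igf1* was at 120 CPM (324 UMIs) in control and 155 CPM (1080 UMIs) in *Gli1 HHIPCKO*. The log2 ratio was 0.37 (95% interval 0.19 to 0.55), the smallest of the 5 fibroblast classes, and lay between 0.10 and 0.39 under the alternatives. The rise of 34.7 CPM was 1.56 times the 22.3 CPM of *Gli1 HHIPCKO* pericyte-like cells, used here as background. An *Igf1* UMI was also found in 26.3% of *Gli1 HHIPCKO* red cell-like cells. RNA from other cells therefore cannot be told apart from expression in this class.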

No significant increase in *Igf1* expression was detected in alveolar fibroblasts. These findings suggest that IGF1 may play a critical role in HHIP-modulated myofibroblast transition during alveologenesis.

Next, we defined the signaling cascade that caused the aberrant myofibroblast transition in vitro. Accumulating evidence has shown that *Acta2* expression increases in primary stromal cells after culture (*30*). Our qPCR analysis revealed that lung stromal cells from adult mice exhibited a continuous increase in *Acta2* expression with each passage (fig. S4H). In contrast, lung mesenchymal cells from neonatal mice (P12) did not show significant up-regulation of *Acta2* up to passage 4, with a noticeable increase occurring at passage 5 (fig. S4I). To minimize the impact of in vitro culture on *Acta2* elevation, we used lung stromal cells from P12 neonatal mice and restricted the passage number to below 5 in the following experiments. qPCR analysis of the lung stromal cells originally isolated from neonatal mice (P12) demonstrated that addition of recombinant SHH activated the expression of *Gli1*, *Igf1*, and *Acta2* in cultured lung stromal cells, and addition of recombinant HHIP abrogated Hh activation and the induction of *Igf1* and *Acta2* (Fig. 2L). Of note, addition of insulin-like growth factor 1 (IGF1R) inhibitor to SHH-stimulated stromal cells suppressed *Acta2* induction (Fig. 2M), suggesting that SHH promotes *Acta2* expression via IGF1. qPCR analysis of lung stromal cells treated with recombinant IGF1 demonstrated a significant up-regulation of *Acta2* expression (fig. S4J). Our previous study demonstrated that Hh activation in adult lung stromal cells suppresses the expression of secreted factors *Hgf* and *Wnt2* (*23*). Here, qPCR analysis of lung stromal cells from neonatal *Gli1^HHIPCKO^* mice revealed no significant differences in *Hgf* and *Wnt2* expression, although there was a trend toward decreased expression of both factors (fig. S4K). These findings demonstrate that HHIP drives myofibroblast transition primarily through an Hh-IGF1 signaling axis in a cell-autonomous manner.

To test whether IGF1 signaling blockade can rescue myofibroblast transition in vivo, we administered IGF1R inhibitor into our *Gli1^HHIPCKO^* postnatal animals. Immunofluorescence staining of the P14 lungs revealed a significant reduction of myofibroblasts within the alveoli of the IGF1R inhibitor–treated animals (Fig. 2, N and O). Together, these findings suggest that HHIP suppresses Hh-IGF1 signaling to drive myofibroblast transition during alveologenesis.

### HHIP deletion causes cell senescence via stromal IGF1

The IPA pathway analysis also demonstrated an activation of cell senescence pathway in the myofibroblasts of *Gli1^HHIPCKO^* (Fig. 2K). 

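A fixed list of 18 senescence genes, with *Cdkn1a*, *Cdkn1b*, *B2m* and *Ypel3* among them, was compared with 10000 random lists of matched expression. In ALMF-like cells 11 of its genes were measured, with a median log2 ratio of −0.041, at percentile 32.3. In DMF-like cells 14 were measured, with a median of 0.158, at percentile 94.6 and within the range of −0.217 to 0.198 that holds 95% of the random medians. The ALMF-like median came to 0.253 with clustering at resolution 0.5 and to 0.225 with the libraries clustered separately. Both were above their random ranges, which ended at 0.251 and 0.203. It was also above its range at 0.222 with the genes of tables S2 to S4 held out. The same held at 0.308 with the immediate early genes held out, chosen after seeing the data. Of 12 alternatives, 4 moved this median and 8 did not, so the ALMF-like result depends on the clustering. The list also holds *Lmnb1*, whose loss marks senescence, yet its fall counts toward a lower median. Its log2 ratio was −0.79 in ALMF-like and −0.24 (−0.66 to 0.19) in DMF-like cells. The medians were not recomputed with its sign turned, so a median within the random range does not argue against senescence. A list of 14 p53 targets had medians of −0.317 in ALMF-like cells, at percentile 0.405, and of 0.019 in DMF-like cells, at percentile 68.7. Under the alternatives these ran from −0.329 to −0.035 and from −0.281 to 0.06. Of 12 alternatives, 3 moved the ALMF-like and 2 the DMF-like median.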

Consistent with the IPA results, scRNA-seq analysis showed an elevated expression of *Cdkn1a* (encoding p21), a senescent marker and mediator (*31*), in *Gli1^HHIPCKO^* myofibroblasts (Fig. 3A). 

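*Cdkn1a* (ENSMUSG00000023067; chromosome 17, 29090976 to 29100727) rose from 141 to 284 CPM in ALMF-like cells, a log2 ratio of 1.02 (95% interval 0.87 to 1.16). In DMF-like cells it rose from 153 to 360 CPM, a log2 ratio of 1.23 (1.10 to 1.37). The share of ALMF-like cells with a *Cdkn1a* UMI was 22.4% in control and 37.9% in *Gli1 HHIPCKO*, at medians of 3169 and 2997 UMIs per cell. With each cell thinned to 2000 UMIs, which left out 145 and 118 shallower cells, the shares were 16.4% and 31.7%. In DMF-like cells the share was 24.3% in control and 39.5% in *Gli1 HHIPCKO*, at medians of 2520 and 3059.5 UMIs, and 20.3% and 33.1% after thinning, which left out 369 and 399 cells. In pericyte-like cells, the class with the lowest level in control and used here as background, 2 UMIs in control and 99 in *Gli1 HHIPCKO* were counted. The share there was 0.465% and 10.0% before and 0.606% and 8.36% after thinning, which left out 265 and 435 cells, at medians of 1709.5 and 1802.5 UMIs. Which class rose more depends on how cells are named. With the libraries clustered separately, the log2 ratio was 1.90 in ALMF-like and 0.96 in DMF-like cells.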

The senescence-associated β-galactosidase activity analysis further confirmed the cell senescence in *Gli1^HHIPCKO^* lungs (Fig. 3B). Colocalization with SMA staining demonstrated cell senescence in the myofibroblasts of *Gli1^HHIPCKO^* lungs (fig. S5, A and B). Consistently, immunofluorescence staining for p21, along with SMA and CDH4, demonstrated cellular senescence in both ALMFs and DMFs of *Gli1^HHIPCKO^* lungs (Fig. 3, C to E). This was further confirmed by γ-histone H2AX (γ-H2AX) staining, another marker of cellular senescence (fig. S5, C to E). 

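*Cdkn2a* (ENSMUSG00000044303; chromosome 4, 89274471 to 89294653) had no UMI in the myofibroblast classes of either library. It was in 0 of 2831 control cells, which allows a share of up to 0.106%, and in 0 of 2846 *Gli1 HHIPCKO* cells, which allows up to 0.105%. It was also in 0 of the peribronchial and alveolar fibroblast-like cells. In adventitial fibroblast-like cells, 2 UMIs were counted in control and 0 in *Gli1 HHIPCKO*. A difference between the conditions was not detectable at this depth.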

Notably, the stromal expression of *Cdkn2a* (encoding p16), another senescent marker, showed no significant difference (fig. S5F and tables S2 and S3), suggesting that p16 and p21 may independently mediate cellular senescence. Intriguingly, cellular senescence occurred not only in myofibroblasts but also in alveolar epithelial stem/progenitor cells (AT2s) (Fig. 3, F and G) and immune cells (fig. S5, G and H).

**Fig. 3.**
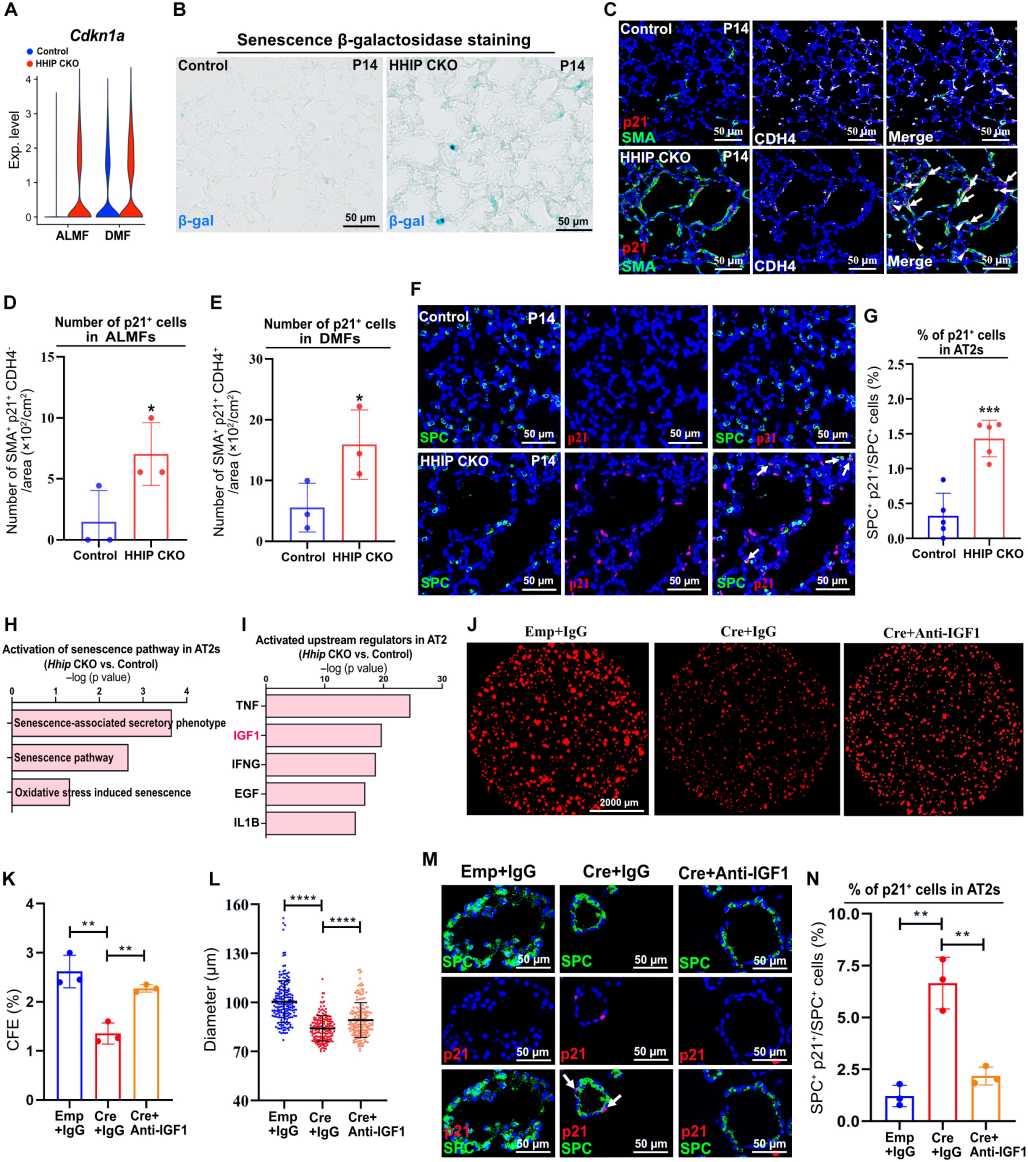
Deletion of *Hhip* induces cell senescence. (**A**) Violin plots showing the expression of *Cdkn1a* in ALMFs and DMFs of *Hhip*-deleted and control mice. (**B**) Senescence β-galactosidase staining of *Hhip*-deleted and control lungs. (**C**) IF analysis of SMA, p21, and CDH4 in *Hhip*-deleted and control lungs. Arrow: p21^+^ DMFs; arrowhead: p21^+^ ALMFs. (**D** and **E**) Number of p21^+^ ALMFs (D) and DMFs (E) per unit alveolar area of *Hhip*-deleted and control mice at P14. (**F**) IF analysis of SPC and p21 in *Hhip*-deleted and control lungs. Arrow: p21^+^ SPC^+^ cells. (**G**) Percentage of p21^+^ cells in AT2s. (**H**) Activation of senescence pathways in the AT2s of *Hhip*-deleted mice, relative to control AT2s, and analyzed with IPA. (**I**) Top 5 upstream regulators in the AT2s of *Hhip*-deleted mice, relative to control AT2s, analyzed with IPA. (**J**) AT2 organoids cocultured with lung stromal cells (*R26R^SmoM2/+^*) pre-infected with adenovirus-empty and adenovirus-Cre, treated with anti-IGF1 antibody and IgG. (**K** and **L**) Quantification of colony-forming efficiency (CFE) and organoid size. (**M**) IF analysis of SPC and p21 in AT2 organoids. Arrow: p21^+^ SPC^+^ cells. (**N**) Percentage of p21^+^ cells in AT2s in the organoid assay. All in vitro experiments have been repeated at least one time with consistent results for validation. Each data point represents one mouse [(D), (E), and (G)] of an individual experiment. Data are expressed as Mean ± SD. *P < 0.05, **P < 0.005, ***P < 0.0005, and ****P < 0.0001.

To further explore the effects of myofibroblast alteration on AT2s, we performed scRNA-seq analysis of AT2s of our *Gli1^HHIPCKO^* animals. 

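A UMI of *Cdkn1a* was found in 21.1% of the AT2-like cells of the control mouse (95% interval 19.7% to 22.5%) and in 53.9% of those of the *Gli1 HHIPCKO* mouse (52.1% to 55.7%), at median depths of 4632 and 5621 UMIs per cell. To compare the mice at one depth, each cell was thinned to 2000 UMIs, and 433 control and 233 *Gli1 HHIPCKO* cells with fewer were left out. The shares were then 11.7% (10.5% to 12.9%) and 30.6% (28.9% to 32.3%). Red cell-like clusters, with medians of 4979 and 5213 UMIs, give a level of background from RNA of other cells. Their share was 10.8% in control and 22.6% in *Gli1 HHIPCKO*, and 4.43% and 12.1% after thinning, which left out 10 and 13 cells. The median log2 ratio over all genes in red cell-like clusters was 0.61, so this background is itself shifted.

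**Figure D2:**
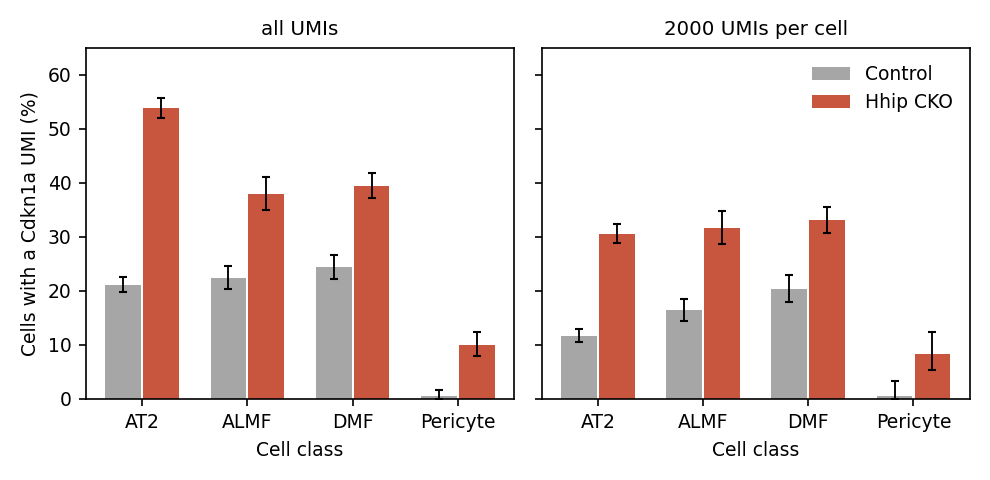
Share of cells with at least 1 *Cdkn1a* UMI in percent, in control (grey) and *Gli1 HHIPCKO* (red) cells of 4 classes, over all UMIs (left) and with each cell thinned to 2000 UMIs (right); bars are shares of cells of 1 mouse per condition and lines are 95% exact binomial intervals. The *Gli1 HHIPCKO* bar is higher in each class, and in AT2-like cells thinning lowers it from 53.9% to 30.6%.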

Consistent with the p21 staining data, scRNA-seq analysis revealed a dramatic increase in the fraction of Cdkn1a^+^ AT2s in *Gli1^HHIPCKO^* mice (fig. S5, I and J). Furthermore, DEG analysis between AT2s of *Gli1^HHIPCKO^* versus the controls showed an increased expression of a set of procellular senescence and antiproliferation genes, including *Cdkn1a*, *Cdkn1b* (*32*), *B2m* (*33*), and *Ypel3* (*34*) (fig. S5K and table S4). 

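In AT2-like cells *Cdkn1a* rose from 68.2 to 196 CPM, a log2 ratio of 1.52 (95% interval 1.42 to 1.63). It ranked 10 among the 4875 genes detected in at least 10% of the AT2-like cells of either library. *Cdkn1b* (ENSMUSG00000003031; chromosome 6, 134920401 to 134925513) rose from 49.7 to 75.0 CPM, a log2 ratio of 0.59 (0.46 to 0.73). *B2m* (ENSMUSG00000060802; chromosome 2, 122147686 to 122153083) rose from 48.0 to 65.7 CPM, a log2 ratio of 0.45 (0.32 to 0.59). *Ypel3* (ENSMUSG00000042675; chromosome 7, 126776955 to 126780514) rose from 86.2 to 146 CPM, a log2 ratio of 0.76 (0.66 to 0.86). The scale moved these values most. As differences of means of the log-normalized value over cells they were 0.69, 0.22, 0.15 and 0.38. *Cdkn1a* was also higher in each of the other 10 classes compared, though in immune-like cells its interval includes 0 and the ratio turned to −2.53 with the genes of tables S2 to S4 held out of clustering. The paper describes these genes as procellular senescence and antiproliferation genes. Together with its staining of AT2s, it proposes that non–cell-autonomous signaling from the *Gli1 HHIPCKO* stromal cells induces senescence of epithelial progenitors.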

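Of the 18 senescence genes, 12 were measured in AT2-like cells, and 10 of them were higher in *Gli1 HHIPCKO*. The higher genes include *Lmnb1*, at a log2 ratio of 0.06 (−0.22 to 0.34), whose loss rather than rise marks senescence. The median log2 ratio was 0.354, at percentile 99.98 of the random lists, and 95% of the random medians lay between −0.184 and 0.180. The list holds the 4 genes that the paper names for AT2s. Without them, a check chosen after seeing the data, the median of the other 8 was 0.144, at percentile 92.2. This was within the −0.258 to 0.224 of their own random lists, with 6 genes higher and 2 lower. The list was thus beyond its random lists only with the 4 named genes in it. On Seurat's average log2 fold change the median was 0.092. The p53 targets had a median of −0.142 in AT2-like cells, at percentile 4.44, with 5 genes higher and 7 lower. The authors' pathway software was not used here.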

Consistently, IPA pathway analysis of the up-regulated genes in the AT2s of *Gli1^HHIPCKO^* demonstrated a significantly activated cell senescence pathway (Fig. 3H). AT2s of *Gli1^HHIPCKO^* animals also demonstrated other senescent features, including an increase in the presence of γ-H2AX and senescence-associated β-galactosidase (fig. S5, L to O). Cell senescence is inversely related to proliferation. Consistently, the cell number of AT2s significantly decreased in our *Gli1^HHIPCKO^* animals (fig. S5, P and Q). Furthermore, colocalization with Ki67, a proliferating marker, showed that the percentage of proliferative AT2s in *Gli1^HHIPCKO^* animals was significantly lower than in the controls (fig. S5, P and R). These results suggest a non–cell-autonomous signaling from *Gli1^HHIPCKO^* stromal cells induces epithelial stem/progenitor cell senescence.

To explore upstream regulators driving AT2 senescence, we conducted IPA analysis of the AT2 DEGs (*Gli1^HHIPCKO^* versus control). IGF1 emerged as one of the top predicted upstream regulators in *Gli1^HHIPCKO^* AT2s (Fig. 3I), suggesting that stromal Hh activation affects AT2s via IGF1. 

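Of the IGF list, 10 genes were measured in AT2-like cells. Their median log2 ratio was −0.131, at percentile 13.4 of the matched random lists. *Irs2* had a log2 ratio of 0.72 (95% interval 0.58 to 0.87), and *Igf1r* of 0.37 (−0.05 to 0.79), not detectable as a difference at this depth. *Igf1* itself was counted with 24 UMIs in control and 88 in *Gli1 HHIPCKO* AT2-like cells. Its share of 0.70% and 2.57% of AT2-like cells is of the size of that in pericyte-like cells, 0.465% and 3.80% at lower depth, and is read as background. The median of the IGF list does not measure activation of the pathway, and the upstream regulator analysis of Fig. 3I was not repeated.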

To determine the effect of Hh activation on the alveolar niche in vitro, we used a mouse model (*R26R^SmoM2/+^*) in which Hh signaling can be activated in the isolated lung stromal cells by infecting with Cre-expressing adenoviruses. We then cocultured the AT2s of postnatal mice together with the Hh-activated stromal cells in our organoid system, resulting in a significant reduction of organoid growth (Fig. 3, J to L), and an increased expression of p21, compared with the control (Fig. 3, M and N). Blocking IGF1 signaling by adding a neutralizing anti-IGF1 antibody rescued organoid growth and suppressed p21 expression in AT2s (Fig. 3, J to N). These findings demonstrate that stromal Hh activation induced by *Hhip* deletion causes cellular senescence, both in stromal and epithelial stem/progenitor cells, in part via IGF1.

### Loss of HHIP induces BPD phenotype via stromal IGF1

Altered myofibroblasts and alveolar stem/progenitor cell senescence have been associated with BPD, and a recent genome-wide association study has implicated HHIP in human BPD susceptibility (*12*, *17*, *35*). To determine the effect of HHIP loss on alveolar morphogenesis, we used our *Gli1^HHIPCKO^* animals. Inducible deletion of *Hhip* caused a significant simplification of alveoli compared with controls at P14, as characterized by an increase in mean linear intercept (MLI) length and airspace along with reduced density of alveoli (Fig. 4, A to D), which are hallmarks of BPD.

**Fig. 4.**
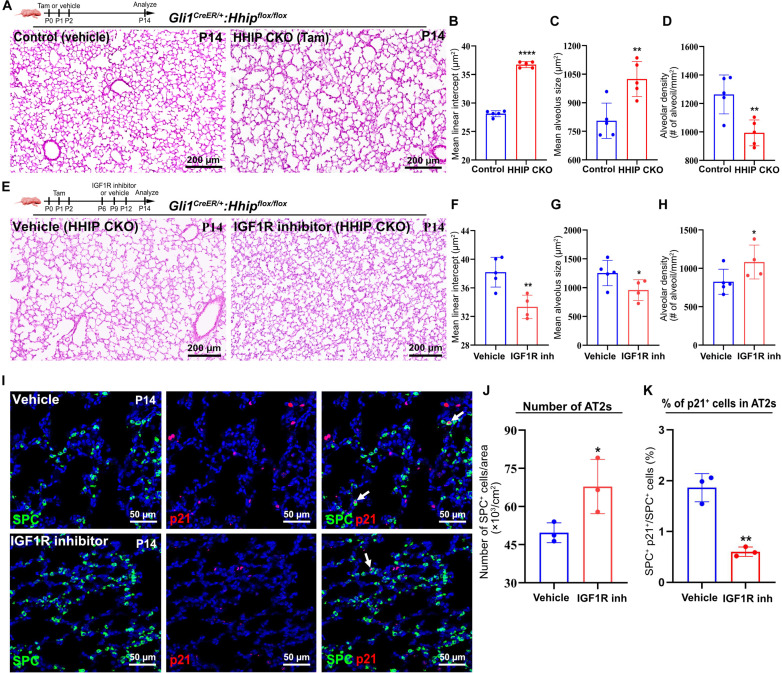
*Hhip* deletion causes BPD that can be attenuated by inhibiting IGF1 signaling. (**A**) H&E images of the lungs of *Hhip*-deleted and control mice. (**B** to **D**) Quantification of MLI, mean alveolus size, and alveolar density of *Hhip*-deleted and control lungs. (**E**) H&E images of the lungs of *Hhip*-deleted mice treated with vehicle or IGF1R inhibitor. (**F** to **H**) Quantification of MLI, mean alveolus size, and alveolar density of *Hhip*-deleted mice treated with vehicle or IGF1R inhibitor. (**I**) IF analysis of SPC and p21 in the lungs of *Hhip*-deleted mice treated with vehicle or IGF1R inhibitor. Arrow: p21^+^ SPC^+^ cells. (**J** and **K**) Quantification of the number of AT2s and percentage of p21^+^ AT2s in *Hhip*-deleted mice treated with vehicle or IGF1R inhibitor. Each data point represents one mouse [(B) to (D), (F) to (H), and (K)] of an individual experiment. Data are expressed as mean ± SD. *P < 0.05, **P < 0.005, and ****P < 0.0001.

HHIP regulates myofibroblast transition and alveolar niche via the Hh-IGF1 signaling axis (Figs. 2N and 3M). We then examined whether IGF1 signaling blockade can rescue the BPD phenotype in *Gli1^HHIPCKO^* mice. Histological assessment of alveolar morphometry revealed that IGF1R inhibitor–treated *Gli1^HHIPCKO^* animals had reduced MLI and airspace, along with increased alveolar density (Fig. 4, E to H). Furthermore, immunofluorescence analysis of IGF1R inhibitor–treated *Gli1^HHIPCKO^* lungs demonstrated an increased cell number in AT2s and a lower percentage of p21^+^ cells (Fig. 3, I to K). Together, these data suggest that excessive IGF1 secreted from myofibroblasts is both necessary and sufficient to drive BPD changes in our mouse model.

### Aberrant activation of Hh-IGF1 signaling in human BPD and the BPD animal model

In the lung tissues of human BPD, cellular senescence has been consistently observed (*36*, *37*). To further explore potential alterations in Hh-IGF1 signaling within the lung stromal cells of human BPD, we reanalyzed publicly available single-nucleus RNA sequencing (snRNA-seq) data from LungMAP, originally generated by Sun’s group (*38*). Our analysis revealed overactivation of Hh signaling in human BPD, evidenced by increased expression of Hh signaling target genes *GLI1* and *PTCH1* in both ALMFs and DMFs, compared with controls (Fig. 5A). Furthermore, we observed up-regulation of *IGF1* and *ACTA2* expression in human BPD (Fig. 5A). These findings suggest that aberrant activation of Hh-IGF1 signaling may contribute to BPD pathogenesis in humans.

**Fig. 5.**
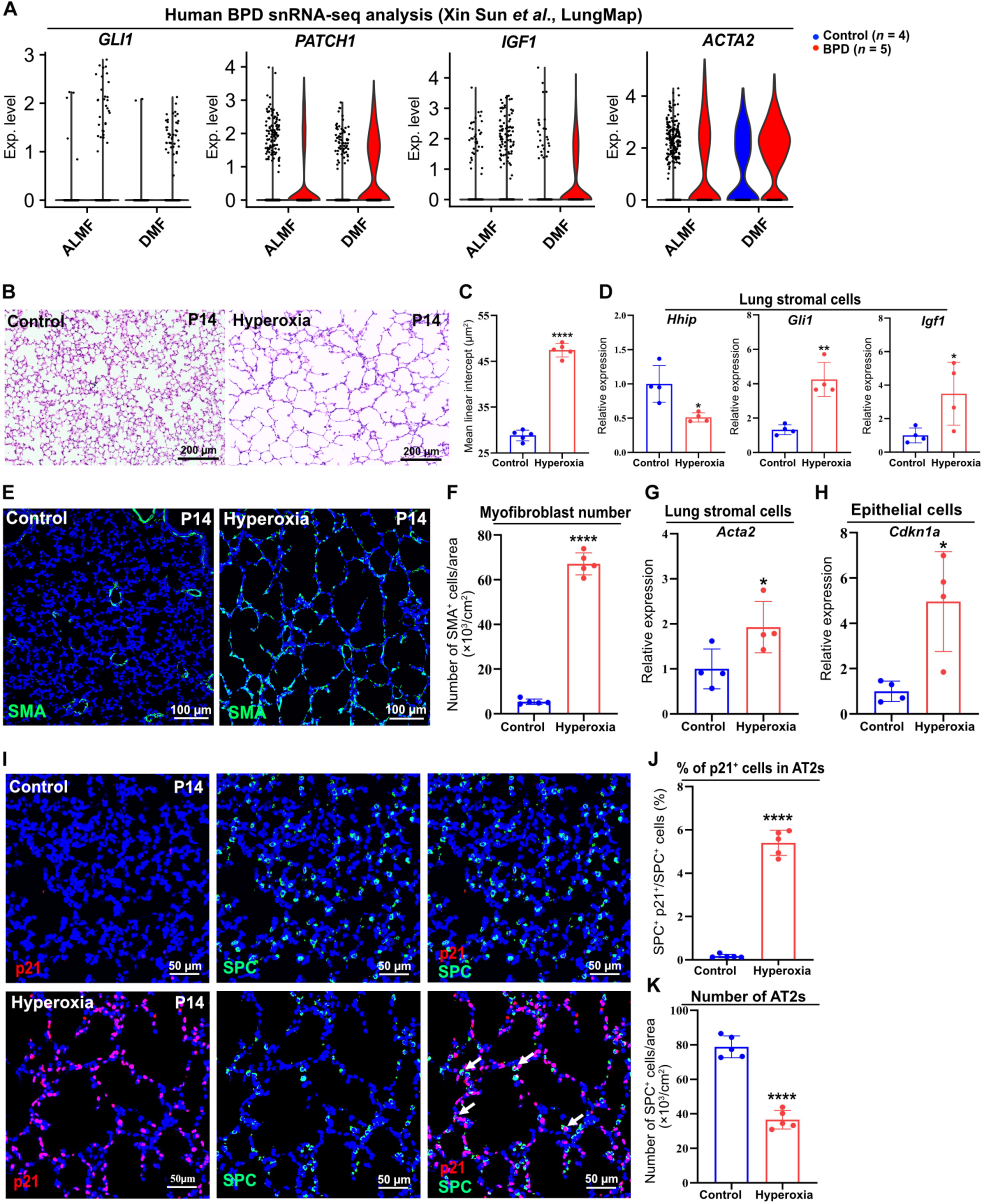
Overactivation of Hh-IGF1 signaling in BPD. (**A**) snRNA-seq analysis of *GLI1*, *PATCH1*, *IGF1*, and *ACTA2* expression in ALMFs and DMFs of human BPD. (**B**) H&E images of the lungs of hyperoxia-treated and control mice. (**C**) Quantification of MLI of hyperoxia-treated and control lungs. (**D**) qPCR analysis of *Hhip*, *Gli1*, and *Igf1* expression in the lung stromal cells isolated from hyperoxia-treated and control mice. (**E**) IF analysis of SMA in the lungs of hyperoxia-treated and control mice. (**F**) Histology quantification of the number of myofibroblasts of hyperoxia-treated and control mice. (**G**) qPCR analysis of *Acta2* expression in the lung stromal cells isolated from hyperoxia-treated and control mice. (**H**) qPCR analysis of *Cdkn1a* expression in the lung epithelial cells isolated from hyperoxia-treated and control mice. (**I**) IF analysis of p21 and SPC in the lungs of hyperoxia-treated and control mice. Arrow: p21^+^ SPC^+^ cells. (**J** and **K**) Quantification of the percentage of p21^+^ AT2s and number of AT2s in hyperoxia-treated and control mice. Each data point represents one mouse [(C), (D), (F) to (H), (J), and (K)] of an individual experiment. Data are expressed as mean ± SD. *P < 0.05, **P < 0.005, and ****P < 0.0001.

To mimic human BPD in preterm infants, we used a hyperoxia exposure neonatal mouse model (*39*). Histological analysis of lungs exposed to 80% O_2_ demonstrated a significant alveolar simplification compared with controls in normoxia (21% O_2_), as characterized by increased MLI and airspace (Fig. 5, B and C). qPCR analysis of the isolated lung stromal cells of hyperoxia-exposed mice showed a significant decrease in *Hhip* expression (Fig. 5D). Consistently, we observed aberrant Hh activation in hyperoxia-exposed lungs, indicated by up-regulation of *Gli1* expression (Fig. 5D). Of note, *Igf1* expression significantly increased in hyperoxia-exposed mice (Fig. 5D). In line with previous studies (*5*), we observed an increased presence of SMA^+^ myofibroblasts in the alveoli of hyperoxia-exposed mice at P14 (Fig. 5, E and F), which was further confirmed by qPCR analysis showing elevated *Acta2* expression in the lung stromal cells of these mice compared with controls (Fig. 5G). qPCR analysis of the epithelial cells from hyperoxia-exposed mice showed up-regulated *Cdkn1a* expression (Fig. 5H). Immunofluorescence staining for p21 revealed an increase in senescent cells in the lungs of hyperoxia-treated mice (Fig. 5 I). Colocalization with SPC indicated that the proportion of senescent cells among AT2s increased as well, while the number of AT2s decreased (Fig. 5, I to K). Thus, these data suggest that hyperoxia-exposed mice serve as a robust model for human BPD, with Hh-IGF1 signaling overactivation playing a critical role in BPD pathogenesis.

### Blockade of Hh-IGF1 signaling attenuates BPD

Currently, there is still no specific and effective cure for BPD. Here, we sought to examine whether administration of HHIP protein can attenuate hyperoxia-induced BPD. Therapeutic Fc-fusion proteins, linking the Fc region of immunoglobulin G (IgG) antibody to a desired protein, are successful biopharmaceuticals due to their long-lasting effects (*40*). To determine the therapeutic effect of Fc-fused HHIP protein on BPD, we generated a recombinant HHIP-Fc protein with truncated HHIP fused with Fc fragment (Fig. 6A). We first tested the efficacy of HHIP-Fc protein in vivo. qPCR analysis of the lung stromal cells from neonatal mice treated with a single dose of vehicle, HHIP, and HHIP-Fc revealed that both HHIP and HHIP-Fc significantly inhibited the expression of *Gli1* 3 days postadministration. On the fifth day, HHIP-Fc continued to effectively suppress *Gli1* expression, while HHIP no longer had a significant effect, indicating that HHIP-Fc had a more sustained inhibitory impact on Hh signaling in vivo (Fig. 6B). We then administered HHIP-Fc to postnatal mice exposed to hyperoxia. Histologically, hyperoxia-exposed animals treated with HHIP-Fc demonstrated a significant improvement in alveolar structure formation, with decreased airspace and MLI, compared with Fc controls (Fig. 6, C and D). To assess the therapeutic impact of HHIP-Fc more thoroughly, we conducted analyses on myofibroblasts and AT2s. Immunofluorescence staining for SMA revealed that HHIP-Fc administration led to a marked reduction in the SMA^+^ myofibroblasts within the lungs of mice subjected to hyperoxia (Fig. 6, E and F). Moreover, treatment with HHIP-Fc significantly diminished the population of senescent cells in the mice, a reduction also observed within the AT2s, alongside a concomitant rise in the number of AT2s (Fig. 6, G to I). qPCR analysis of the lung stromal cells of HHIP-Fc–treated mice showed that HHIP-Fc effectively suppressed the expression of *Igf1* (Fig. 6J). These data indicate that BPD is largely attributed to Hh activation, and supplementing HHIP-Fc protein can alleviate the disease severity, highlighting the promising clinical potential of HHIP-Fc for treating BPD.

**Fig. 6.**
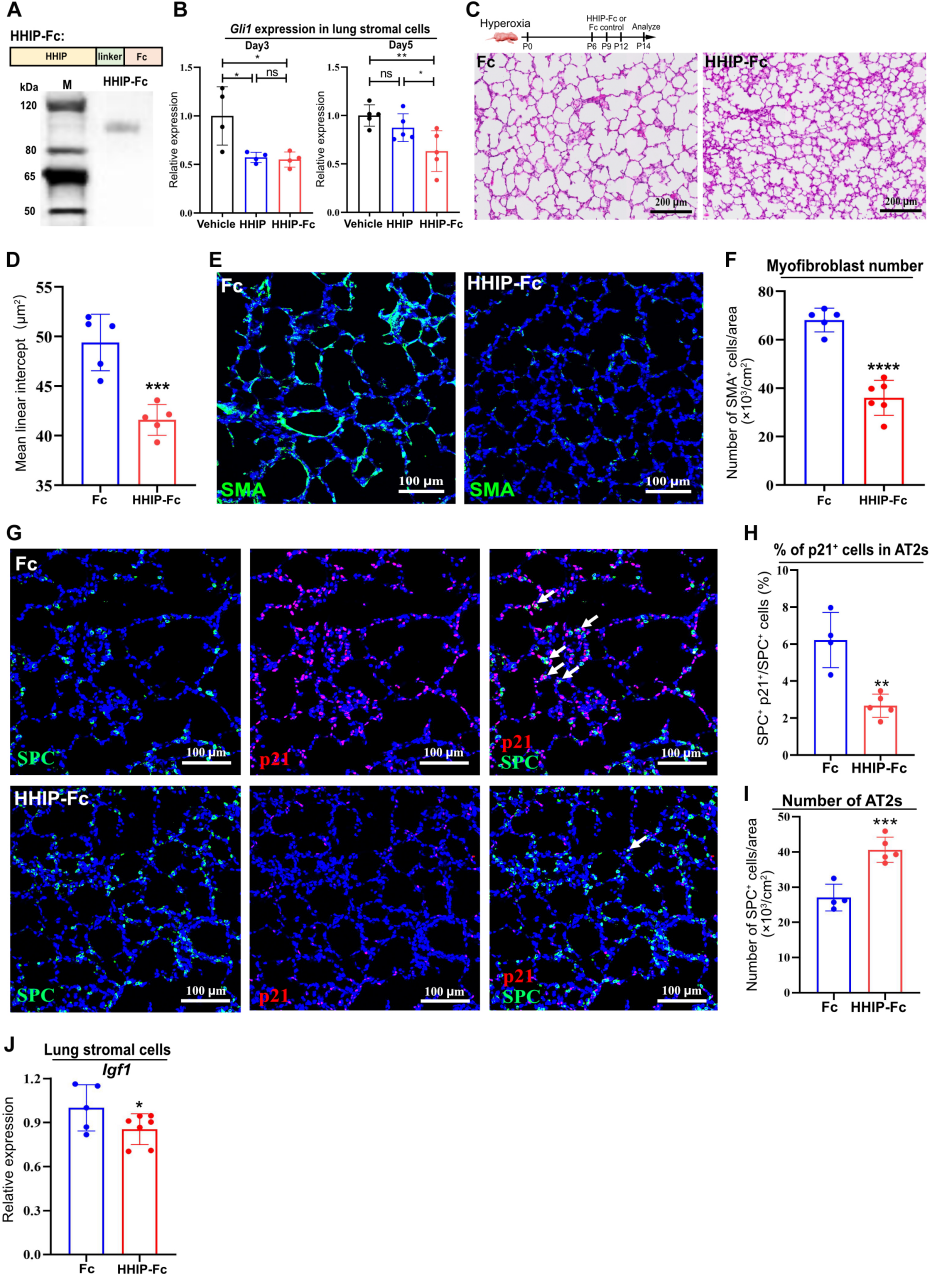
HHIP-Fc protein alleviates hyperoxia-induced BPD phenotypes. (**A**) Design strategy for HHIP-Fc recombinant protein and its analysis by Western blotting. (**B**) qPCR analysis of *Gli1* expression in the lung stromal cells isolated from neonatal mice 3 and 5 days after one dose of HHIP or HHIP-Fc treatment. (**C**) H&E images of hyperoxia-exposed lungs, treated with HHIP-Fc or Fc fragment control. (**D**) MLI quantification of hyperoxia-exposed lungs, treated with HHIP-Fc or Fc. (**E** and **F**) IF analysis and quantification of myofibroblasts in hyperoxia-exposed lungs, treated with HHIP-Fc or Fc. (**G** to **I**) IF analysis and quantification of AT2 number and p21^+^ AT2 percentage in hyperoxia-exposed lungs, treated with HHIP-Fc or Fc. Arrow: p21^+^ SPC^+^ cells. (**J**) qPCR analysis of *Igf1* expression in the lung stromal cells isolated from hyperoxia-exposed mice, treated with HHIP-Fc or Fc. Each data point represents one mouse [(B), (D), (F), and (H) to (J)] of an individual experiment. Data are expressed as mean ± SD. *P < 0.05, **P < 0.005, ***P < 0.0005, and ****P < 0.0001.

### Adult mice with *Hhip* haploinsufficiency develop emphysema, ameliorated by HHIP-Fc administration

BPD is a major risk factor for COPD/emphysema, with *HHIP* implicated in both conditions (*15*–*17*, *20*). Therefore, we hypothesized that HHIP deficiency in neonates leads to alveolar malformation, which subsequently causes emphysema in adults. Histological analysis of adult *Gli1^HHIPCKO^* mice, in which *Hhip* was deleted at the neonatal stage, demonstrated increased airspace and MLI, indicative of an emphysema phenotype (fig. S6, A and B). To model the insufficient *HHIP* expression observed in human patients with COPD (*41*), we further used *Hhip* heterozygous (*Hhip^LacZ/+^*) mice. Consistently, histological analysis of adult *Hhip^LacZ/+^* lungs confirmed an emphysema phenotype, marked by increased airspace and MLI, compared with the wild-type (WT) controls (Fig. 7, A and B). Furthermore, immunofluorescence staining of PDGFRα and SMA revealed a significant increase in myofibroblasts within the alveoli of *Hhip^LacZ/+^* mice (Fig. 7, C to E). In addition, the cell number of AT2s was significantly reduced in *Hhip^LacZ/+^* lungs, compared with WT controls (Fig. 7, F and G). To determine whether BPD-associated emphysema can be prevented by correcting neonatal alveolar development, we administered HHIP-Fc protein to *Hhip^LacZ/+^* mice at the neonatal stage and analyzed lung morphology at 8 weeks of age. Histologic assessment of alveolar morphometry revealed that HHIP-Fc–treated mice had reduced alveolar space and MLI (Fig. 7, H and I). In addition, HHIP-Fc treatment significantly reduced the number of myofibroblasts in the alveoli (Fig. 7, J and K) and increased the number of AT2s (Fig. 7, L and M). Together, these data suggest that *Hhip* deficiency is sufficient to drive emphysematous changes, and HHIP-Fc can attenuate BPD-associated emphysema.

**Fig. 7.**
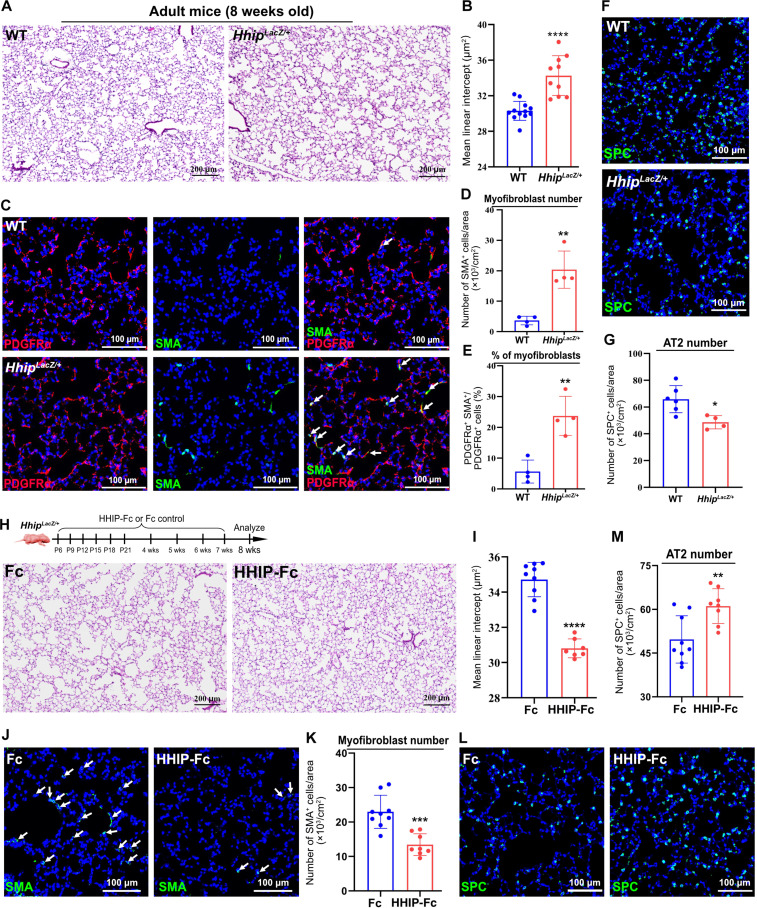
HHIP-Fc administration alleviates emphysema in adult mice with *Hhip* haploinsufficiency. (**A** and **B**) H&E images and MLI quantification of the lungs from adult *Hhip^LacZ/+^* and WT mice. (**C**) IF analysis of PDGFRα and SMA in the lungs of adult *Hhip^LacZ/+^* and WT mice. Arrow: SMA^+^ PDGFRα^+^ cells. (**D** and **E**) Quantification of the number and percentage of myofibroblasts in adult *Hhip^LacZ/+^* and WT mice. (**F** and **G**) IF analysis of SPC and quantification of AT2s in the lungs of adult *Hhip^LacZ/+^* and WT mice. (**H** and **I**) H&E images and MLI quantification of the lungs from adult *Hhip^LacZ/+^* and WT mice treated with HHIP-Fc or Fc. (**J** and **K**) IF analysis and quantification of myofibroblasts in the lungs of adult *Hhip^LacZ/+^* and WT mice treated with HHIP-Fc or Fc. Arrow: SMA^+^ cells. (**L** and **M**) IF analysis and quantification of AT2s in the lungs of adult *Hhip^LacZ/+^* and WT mice treated with HHIP-Fc or Fc. Each data point represents one mouse [(B), (D), (E), (G), (I), (K), and (M)] of an individual experiment. Data are expressed as mean ± SD. *P < 0.05, **P < 0.005, ***P < 0.0005, and ****P < 0.0001.

## DISCUSSION

Precise regulation of the timing window period for SMA^+^ myofibroblast formation and disappearance is essential for alveologenesis. Our study demonstrates how HHIP, through restricting Hh activation, can modulate the dynamic changes of myofibroblasts and protect alveologenesis, providing a theoretical rationale for the clinical trial of HHIP-Fc recombinant protein for BPD and BPD-associated emphysema. Furthermore, we find that IGF1, a secreted niche factor, is regulated by HHIP during alveologenesis. Excessive IGF1 alters the myofibroblast transition and induces epithelial stem/progenitor senescence, which can be rescued by administering HHIP-Fc protein.

Hh signaling is a key developmental pathway that coordinates the cross-talk among a group of cells and its tight regulation is required for organ morphogenesis (*42*–*44*). In alveologenesis, it has been reported that Hh-responsive (Gli1^+^) myofibroblasts were present in all alveolar walls during the first week of postnatal life, after which the cell number of Gli1^+^ cells dramatically decreased (*27*). Lineage-tracing analysis showed that those GLI1-lineage cells labeled at P5 and P6 were still widely present in the alveoli of P11 lungs (*45*). The findings indicate that approximately 1 week postnatally, Hh signaling pathway undergoes a progressive decline, a process that appears to be crucial for the transition of myofibroblasts and for the maturation of alveoli. However, the questions remain as to how the dynamic Hh signaling is regulated in vivo and by which mechanism Hh signaling controls myofibroblast transition. Our data show an increased expression of stroma-derived HHIP, the antagonist of Hh, that restricts Hh activation and drives myofibroblast transition during alveologenesis. We have previously shown that HHIP suppresses tissue inflammation and maintains adult lung homeostasis (*24*). Our current data further demonstrate that HHIP also protects alveologenesis and promotes myofibroblast transition by restricting the Hh-IGF1 signaling axis. These findings indicate that HHIP is essential for both lung development and its ongoing maintenance.

Senescence is often considered as an age-associated pathological state in which senescent cells undergo cell cycle arrest, and they accumulate overtime with aging (*31*). Numerous studies have shown that IGF1 is associated with cellular senescence in aging, and life extension has been achieved in animal models by suppressing IGF1 signaling (*46*–*49*). Our study demonstrates that excessive stromal IGF1 in the *Hhip*-deleted and hyperoxia-exposed mice induces cell senescence in different cell types, including myofibroblasts and AT2s, in postnatal mice. Consistent with our findings, previous studies have shown that deficiency in IGF1R confers protection against hyperoxia-induced lung injury and radiation-induced AT2 senescence in mice (*50*, *51*). In addition, IGF1 has been demonstrated to induce AT2 senescence (*52*). Using both immunofluorescence staining and RNA sequencing, we observed up-regulated expression of p21/*Cdkn1a* in AT2s of *Hhip*-deleted mice. However, the magnitude of this increase differed substantially between the two methods, likely attributed to the lower sensitivity of immunofluorescence staining. Furthermore, we detected a reduced proportion of Ki67^+^ AT2s in *Hhip*-deleted mice, although baseline levels in WT mice were already minimal. We speculate that Ki67 staining captures only cells actively proliferating at the time of tissue fixation, providing a transient snapshot of proliferation. To better track proliferative AT2 cells during alveologenesis, administering Edu or BrdU (which labels cells that have undergone DNA synthesis) might reveal a higher proportion of proliferating cells. Notably, a prior study demonstrated that while Ki67^+^ T cells remain relatively constant across time points, BrdU labeling reveals a significant temporal increase in proliferative T cells (*53*).

Both p21 and p16 are widely recognized as markers of senescent cells and are known to mediate key functions in these cells. However, there is limited understanding of whether p21 and p16 are differentially expressed across distinct senescent cell populations and whether their functions diverge. A recent scRNA-seq study demonstrated that p21 and p16 expression exhibits significant heterogeneity across various cell types, each with distinct secretomes, often with minimal coexpression (*54*). In addition, targeted clearance of p21^+^, but not p16^+^, senescent cells effectively prevented radiation-induced osteoporosis and reduced marrow adiposity (*55*). In our current work, deletion of *Hhip* specifically up-regulated p21 expression without altering p16 levels in stromal cells. Intriguingly, while our prior work established that p16^+^ senescent stromal cells promoted airway epithelial proliferation during injury repair (*56*), we now demonstrated that p21^+^ senescent stromal cells induced by *Hhip* deletion suppressed AT2 proliferation. These findings underscore a functional dichotomy between p21 and p16 in senescent cell biology, suggesting that their roles may be context and cell type dependent.

Without targeted preventive therapies, BPD remains the most common complication in preterm infants and is increasing in prevalence (*57*, *58*). Having advanced supportive medical care, most infants with BPD can survive, but they will face an increased risk of COPD/emphysema in adulthood, exhibiting similar phenotype to BPD (*16*). Notably, HHIP has been implicated in both BPD and COPD/emphysema (*17*, *20*). Our previous study demonstrated a protective role of HHIP against COPD/emphysema acute exacerbation. Here, we demonstrate that HHIP protects alveologenesis and mitigates BPD by constraining the overactivation of Hh-IGF1 signaling. We acknowledge the presence of inconsistent findings regarding IGF1 and IGF1R expression levels in the context of BPD. Low serum IGF1 levels have been observed in BPD infants (*59*, *60*), suggesting a systemic IGF1 deficiency that may increase susceptibility to the disease. In contrast, elevated IGF1 and IGF1R levels have been consistently reported in lung tissues of BPD infants (*61*–*63*). Our analysis of snRNA-seq data from the LungMAP database further confirmed the up-regulation of IGF1 in lung tissues of BPD infants. In hyperoxia-induced BPD animal models, elevated IGF1 and IGF1R expression levels in lung tissues have also been reported by multiple independent studies, consistent with our findings (*64*–*66*). This disparity between systemic and local IGF1 expression likely reflects the distinct roles of IGF1 in systemic circulation versus pulmonary tissue during BPD progression. Of note, our findings demonstrate that HHIP-Fc protein alleviates hyperoxia-induced BPD, with consistent reductions in MLI. While *Igf1* was significantly down-regulated after HHIP-Fc treatment, its variability was higher than MLI. This may reflect differing temporal dynamics, as MLI indicates long-term effects, whereas *Igf1* qPCR captures a snapshot of the response at a single time point. In addition, while *Igf1* is a key HHIP-regulated effector, it may not be the sole mediator. In *Hhip* knockout neonates, other growth factors such as *Hgf* and *Wnt2* showed downward trends, although these changes were not statistically significant. Nevertheless, both factors are critical for alveologenesis (*67*, *68*). In addition, our data show that administering HHIP-Fc protein during the alveolar development stage significantly alleviates BPD-associated emphysema. Our study highlights that antagonizing the Hh-IGF1 signaling pathway is a potential targeted therapeutic strategy for BPD and BPD-associated COPD/emphysema.

One limitation of our study is that we have not addressed the role of myofibroblasts that become SMA-negative and persist in the alveoli. Future studies are required to understand the function of SMA^+^ myofibroblast–derived cells in regulating the continued alveologenesis. It is also crucial to investigate whether these cells persist in the adult lung and, if so, to determine their involvement in maintaining alveolar homeostasis or contributing to chronic lung diseases. We recognize that, in addition to HHIP expression levels, the transmission and activation of Hh signaling are regulated by multiple factors. These include other negative regulators like suppressor of fused, ligand, and receptor expression levels, as well as the presence of primary cilia on receiving cells (*69*, *70*). A more comprehensive understanding of the regulatory network controlling Hh signaling in the lung will require further investigation into these factors. While we acknowledge that the pathogenesis of human BPD and emphysema is likely multifactorial, our study proposes a model in which HHIP deficiency disrupts stromal function, thereby impairing alveologenesis and contributing to the phenotypes of BPD and BPD-associated emphysema.

## MATERIALS AND METHODS

### Animal studies

*Hhip^flox/flox^* line was generated as we previously described (*24*). Generation and genotyping of the *Gli1^CreER^*, *Gli1^LacZ^*, *Hhip^LacZ^*, *R26R ^SmoM2^*, and *R26R ^tdTomato^* lines were performed as previously described by The Jackson Laboratory. *Sftpc^CreER^* line was generously provided by Chapman *et al.* (*71*). *Acta2^DreER^* and *R26R^RSR-tdTomato^* mice were generously provided by B. Zhou (*72*). All experiments were performed according to the institutional ethical guidelines on animal care and approved by the Institute Animal Care and Use Committees at Shanghai Institute of Materia Medica and Zhongshan Institute for Drug Discovery (no. 2022-08-WCQ-01).

### Animal treatment

For activating CreER and DreER, tamoxifen (Tam; catalog no. T006000; TRC) was dissolved in corn oil and administered intraperitoneally at 100 mg/kg body weight per day for 3 days. Newborn mouse pups from dams that delivered on the same day were randomized at day of birth (postnatal day 0) and divided to equal-sized litters. Following randomization, mouse cages were either maintained in room air (normoxia, 21% O_2_) or in hyperoxia (80% O_2_) from P0 until the day of harvest. In addition to the continuous hyperoxia treatment, mice were received intraperitoneal injections of 1 mg/kg body weight Fc or HHIP-Fc on P6, P9, and P12. *Hhip^LacZ/+^* mice were received intraperitoneal injections of 1 mg/kg body weight Fc or HHIP-Fc on days P6, P9, P12, P15, P18, and P21, as well as at 4, 5, 6, and 7 weeks of age. HHIP-Fc protein was designed by C.W. and made by DetaiBio. For IGF1R inhibitor treatment, *Gli1^CreER/+^:Hhip^flox/flox^* mice were administered NVP-ADW742 (catalog no. SML1921; Sigma-Aldrich) at a dosage of 5 mg/kg body weight on days P6, P9, and P12.

### Histology and immunofluorescence

The right ventricle of the mice was perfused with 1 to 3 ml of phosphate-buffered saline (PBS) and the lungs were inflated with 4% paraformaldehyde (PFA) in PBS and then fixed in 4% PFA overnight at 4°C. After fixation, the lungs were washed with cold PBS four times for 30 min each at 4°C and then dehydrated in a series of increasing ethanol concentration washes (30, 50, 70, 95, and 100%) for a minimum of 2 hours per wash. The dehydrated lungs were incubated with xylene for 1 hour at room temperature (RT) and then with paraffin at 65°C for 90 min twice, and then embedded in paraffin. The lungs were sectioned at 8 μm on a microtome. For frozen optimal cutting temperature (OCT) embedding, lungs were inflated and fixed with 4% PFA for 2 hours at 4°C, washed with PBS four times for 30 min each at 4°C, and embedded in OCT after 30% sucrose incubation. For histologic analysis of organoids, transwells were fixed in 4% PFA overnight at 4°C, then washed in PBS overnight at least three times. Transwells were cut and embedded in OCT after 30% sucrose incubation, then 8-μm sections were cut on a cryostat.

For immunofluorescent staining, paraffin sections were incubated in xylene for 10 min twice, then rehydrated in ethanol washes (100% twice, 95, 70, and 50% ethanol) for 5 min each. OCT embedded slides were fixed in 4% PFA at RT for 10 min, then washed three times with PBS. For both paraffin and OCT embedded slides, antigen retrieval (catalog no. BRR2004CLX; Biocare Medical) was performed for 30 min at 95°C. Slides were washed with 0.1% Tween 20 in PBS (PBST) three times for 5 min. Slides were then incubated in blocking buffer (3% donkey serum in PBST) for at least 1 hour, then incubated overnight in primary antibodies in 1% donkey serum in PBST at 4°C. The following primary antibodies were used for mouse tissue: goat anti-HHIP (catalog no. AF1568; R&D Systems; used 1: 250), rat anti-CDH4 (catalog no. MRCD5; DSHB; used 1: 20), rabbit anti-CDH4 (catalog no. BS40099; Bioworld; used 1: 100), rabbit anti-SMA (catalog no. ab5694; Abcam; used 1:400), mouse anti-SMA (catalog no. AB7817; Abcam; used 1:500), goat anti-tdTomato (catalog no. AB8181-200; OriGene; used 1:500), rabbit anti-RFP (catalog no. 600-401-379; Rockland; used 1:500), rabbit anti-SPC (catalog no. AB3786; Millipore Sigma; used 1:2000), rat anti-Ki67 (catalog no. 14-5698-82; Thermo Fisher Scientific; used 1:100), rabbit anti-γ-H2A (catalog no. 9718T; Cell Signaling Technology; used at 1:250), rat anti-p21 (catalog no. ab107099; Abcam; used 1:100), rat anti–DC-LAMP (catalog no. DDX0191P-100; Novus; used 1:250), goat anti-PDGFRα (catalog no. AF1062; R&D Systems; used 1:200), and rabbit anti-PDGFRα (catalog no. 3174; Cell Signaling Technology; used 1:200). Slides were washed with PBST and then incubated for 1 hour at RT in secondary antibodies diluted in PBST. The following secondary antibodies were used at 1:500: donkey anti-rabbit IgG Alexa Flour 555 (catalog no. A-31572; Thermo Fisher Scientific), donkey anti-rabbit IgG Alexa Flour 647 (catalog no. A-31573; Thermo Fisher Scientific), donkey anti-goat Alexa Flour 555 (catalog no. A-21432; Thermo Fisher Scientific), donkey anti-goat Alexa Flour 647 (catalog no. A-21447; Thermo Fisher Scientific), donkey anti-mouse Alexa Flour 488 (catalog no. A-21202; Thermo Fisher Scientific), and donkey anti-rat Alexa Flour 647 (catalog no. 712-605-153; Jackson ImmunoResearch). DAPI (4′,6-diamidino-2-phenylindole; 0.2 μg/ml) (catalog no. XW287189031; Sinopharm) was added for 5 min, and slides were then washed with PBS three times for 5 min and Fluorsave to maintain fluorescence. For X-gal staining, frozen sections were allowed to dry at RT up to 1 hour and rinsed with PBS for 5 min three times, then stained with X-gal staining solution [consisting of X-gal (catalog no. V900468; Sigma-Aldrich), potassium ferricyanide, potassium ferrocyanide, MgCl_2_, NP40, dimethylformamide, and PBS] at 37°C for 2 hours. After staining, sections were washed with PBS three times for 5 min. The senescence β-galactosidase staining was performed according to the manufacturer’s instructions (catalog no. 9860S; Cell Signaling Technology).

### RNA in situ hybridization

OCT-embedded lung sections were used for RNA in situ hybridization with the RNAscope Multiplex Fluorescent Reagent Kit version 2 (catalog no. 323100; Advanced Cell Diagnostics) according to the manufacturer’s instructions. RNA probes for *Gli1* (catalog no. 311001; Advanced Cell Diagnostics), *Gli2* (catalog no. 405771; Advanced Cell Diagnostics), and *Igf1* (catalog no. 443901; Advanced Cell Diagnostics) were used. Following the completion of RNA in situ hybridization, immunostaining was performed after blocking, as described above.

### Lung digestion and flow cytometry

The whole mouse lung was dissected and tracheally perfused with a digestion cocktail of dispase II (catalog no. 17105041; Thermo Fisher Scientific; used 15 U/ml), collagenase type I (catalog no. 17100017; Thermo Fisher Scientific; used 500 U/ml), and deoxyribonuclease I (catalog no. DN25; Sigma-Aldrich; used 50 U/ml), and removed from the chest. The lung was further diced with a razor blade and incubated in digestion cocktail for 20 min at 37°C with continuous shaking. The mixture was then washed with sorting buffer [2% fetal bovine serum (FBS; catalog no. 10091148; Thermo Fisher Scientific) and 1% antibiotic-antimycotic (catalog no. 15240062; Thermo Fisher Scientific) in Dulbecco’s minimum essential medium (DMEM; catalog no. 31053028; Thermo Fisher Scientific)]. The mixture was passed through a 70-μm cell strainer and resuspended in red blood cell lysis buffer (catalog no. R7757; Sigma-Aldrich), then passed through a 40-μm cell strainer.

For fluorescence-activated cell sorting (FACS), cell suspensions were incubated with the appropriate conjugated antibodies in sorting buffer for 30 min at 4°C and washed with sorting buffer. FACS was performed on a BD FACSAria II using FACSDiva software. Doublets and dead cells were excluded on the basis of forward and side scatter and DAPI, respectively. Immune and endothelial cells were excluded using CD45 (BV421; catalog no. 563890; BD; used 1:200) and CD31 (Alexa Fluor 488; catalog no. 102414; BioLegend; used 1:200), respectively. Epithelial cells were gated base on CD326 (APC; catalog no. 17-5791-82; Invitrogen; used 1:200). Analysis was performed using FlowJo version 10 software. In addition, lung stromal cells were also enriched using the EasySep Mouse Streptavidin RapidSpheres Isolation Kit (catalog no. 19860; Stem Cell Technologies) and immune, endothelial, and epithelial cells were excluded using CD45 (catalog no. 103104; BioLegend; used 2 μg/ml), CD31 (catalog no. 102404; BioLegend; used 2 μg/ml), and CD326 (catalog no. 118204; BioLegend; used 2 μg/ml). Cells were sorted into FACS buffer.

For FACS analysis of SMA expression, cells were staining for CD45 (BV421; catalog no. 563890; BD; used 1:200), CD31 (BV421; catalog no. 404-0311-82; Invitrogen; used 1:200), CD326 (BV786; catalog no. 740958; BD; used 1:200), and PDGFRα (APC; catalog no. 17-1401-81; Invitrogen; used 1:200). After surface marker staining, the cells were fixed and permeabilized using the Foxp3 Staining Buffer Set (catalog no. 00-5523-00; eBioscience), followed by SMA staining (AF488; catalog no. 53-9760-80; Invitrogen; used 1:200). Zombie NIR (catalog no. 423105; BioLegend) was used to exclude dead cells.

### Single-cell capture and sequencing

For scRNA-seq, all live lung stromal cells (CD45^−^/CD31^−^/CD326^−^) and epithelial cells (CD45^−^/CD31^−^/CD326^+^) were sorted from the *Gli1^creER/+^*: *Hhip^flox/flox^* mouse (mutant), which was administered daily Tam injections for 3 days starting at birth and analyzed at P14. The control mouse (*Gli1^creER/+^*: *Hhip^flox/flox^*) received daily oil injections for 3 days starting at birth. Lung stromal cells were isolated on the basis of forward and side scatter, DAPI, CD31, CD45, and CD326 exclusion. Epithelial cells were isolated on the basis of DAPI, CD31 and CD45 exclusion, and CD326-positive selection. To minimize sequencing costs, stromal cells and epithelial cells from the same mouse were combined in a 3:1 ratio of stromal cells to epithelial cells before library preparation and sequencing. The sorted cells were then loaded onto a single lane per sample into the Chromium Controller to produce gel bead-in emulsions (GEMs). GEMs underwent reverse transcription for RNA barcoding and cDNA amplification, with the library prepped using the Chromium Next GEM Single Cell 5’ Kit version 2. Each sample was sequenced in one lane of the Illumina NovaSeg 6000. A total of 12,350 cells were captured from the mutant sample, with 21,437 genes detected. The mean reads per cell was 35,450, the median unique molecular identifier (UMI) counts per cell was 3720, and the median number of genes per cell was 1699. In the control sample, 10,999 cells were captured, with 21,254 genes detected. The mean reads per cell was 32,846, the median UMI counts per cell was 3531, and the median number of genes per cell was 1564.

### Cell culture

Stromal cells were isolated from lungs dissected from P12 or adult mice, which were digested as described above, and subsequently cultured on cell culture plates in DMEM/F12 (catalog no. 11330057; Thermo Fisher Scientific) with 10% FBS and 1% antibiotic-antimycotic. Media was refreshed every other day and primary lung stromal cells were maintained for no more than five passages. For SHH stimulation, the confluent fibroblasts were cultured in 0.5% FBS with 1% antibiotic-antimycotic, and recombinant SHH (catalog no. 464-SH-025/CF; R&D) was added at 50 ng/ml with or without recombinant HHIP (2.5 mg/ml; catalog no. 1568-HP-050/CF; R&D) or with or without NVP-ADW742 (0.5 μg/ml). For IGF-1 treatment, the confluent fibroblasts were cultured in 0.5% FBS with 1% antibiotic-antimycotic, and recombinant murine IGF1 (catalog no. 250-19; PeproTech) was added at 50 ng/ml. Then, RNA was extracted from the cells after 3 days. The *R26R ^SmoM2/+^* mouse stromal cells were treated with Adv-empty or Adv-Cre for 72 hours. When used for organoid assays, Adv treatment occurred for 72 hours immediately before coculture with AT2s.

### Organoid assay

For the organoid assay, tdT+ AT2s were sorted from Tam-injected *Sftpc^creER/+^*: *R26R^tdTomato^* P7 mice. AT2s and lung stromal cells were cocultured (10,000 AT2s: 30,000 stromal cells per well) in a modified mouse tracheal epithelial cell (MTEC) medium diluted 1:1 in growth factor-reduced Matrigel (catalog no. 354230; Corning). The modified MTEC culture medium (catalog no. C-21170; PromoCell) is composed of small airway basal media with selected components from small airway epithelial cell (SAGM) bullet kit including insulin, transferrin, bovine pituitary extract, retinoic acid, and human epidermal growth factor. Ten percent FBS and 1% antibiotic-antimycotic were also added to the medium. Cell suspension-Matrigel mixture was placed in a transwell and incubated in growth medium with 10 μM ROCK inhibitor (catalog no. 72252; Stem Cell Technologies) in a 24-well plate for 48 hours, after which the medium was replenished every other day (lacking ROCK inhibitor). Each experimental condition was performed in triplicates. Where applicable, anti-IGF1 (catalog no. P157G; PeproTech; used at 1 μg/ml) or goat IgG (catalog no. 500-G00; PeproTech; used at 1 μg/ml) were added to the medium after 72 hours and replenished in every medium change. Organoids were assayed after 14 days.

### Quantitative PCR

Total RNA was obtained from cultured or freshly sorted cells using the FastPure Cell/Tissue Total RNA Isolation Kit version 2 (catalog no. RC112; Vazyme), following the manufacturer’s protocol. cDNA was synthesized from total RNA using the HiScript III RT SuperMix (catalog no. R323, catalog no. R323; Vazyme). qPCR was performed using the SYBR Green system (catalog no. Q711; Vazyme). Primers are listed in table S5. Relative gene expression levels after qPCR were defined using the ∆∆Ct method and normalizing to glyceraldehyde-3-phosphate dehydrogenase.

### Immunofluorescence image quantification

Sections were imaged for quantification on the Olympus FV3000 or Zeiss LSM 980 Confocal Microscope. At least three samples per genotype/condition were used, and at least five randomly selected sections were chosen for each sample. Cell counts for stained cells were performed in Fiji using the “Cell Counter” plug-in. For quantification by area, the image was first converted to 8 bit and the “Measure” function was used. For all analyses, performer was blinded to the specimen genotype/condition during data collection and analysis. Results were averaged between each specimen and SDs were calculated per genotype/condition.

### MLI, airspace size, and alveolar density analysis

For alveolar morphometric analysis, lungs were processed according to the above protocol for paraffin embedded samples, with the exception of inflation with 4% PFA at a constant pressure of 25-cm H_2_O. The paraffin-embedded lung sections were stained by hematoxylin and eosin (H&E) for analyzing alveolar morphology metric. At least five randomly selected sections from each genotype were selected for analysis. The MLI was calculated as the linear sum of the lengths of all lines randomly drawn across the images, divided by the number of intersections between alveolar walls. A minimum of 1000 intercepts from 50 lines drawn across the lung in a randomized fashion were obtained for each lung, and the analysis was carried out on Fiji with the “Cell Counter” plug-in. The airspace size was measured with Fiji using the analyze particles tool. Images were first converted to 8 bit and inverted, and the “analyze particle” function was used with a set minimum of 50 μm^2^ and maximum of infinity to identify and quantify alveoli in the image. The average airspace size for each lung was quantified by dividing the total airspace by the number of alveoli. At least 3500 alveoli were measured for each lung. The alveolar density was the reciprocal of the airspace size. The airspace of airway and pulmonary vessels was excluded.

### Single-cell RNA-seq analysis

For the animal data, FASTQ files were run through CellRanger version 6.1.0 software with default settings for demultiplexing, aligning reads with STAR software to mm10, and counting UMIs. Seurat package version 3 in RStudio was used for downstream analysis (*73*). 

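The deposited cells were filtered on at least 200 genes, at most 6000 genes and at most 10% mitochondrial UMIs. In the control library this left out 82 cells, of which 71 had fewer than 200 genes and 11 had more than 10% mitochondrial UMIs, and kept 10917 cells. In the *Gli1 HHIPCKO* library this left out 235 cells, of which 223 had fewer than 200 genes, 1 had more than 6000 genes and 11 had more than 10% mitochondrial UMIs, and kept 12115 cells. In the kept cells, mitochondrial genes took 0.687% of the control and 0.830% of the *Gli1 HHIPCKO* UMIs, and the 10 most abundant genes took 24.9% and 21.7%.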

Low-quality cells were filtered (expressing fewer than 200 genes, >10% mitochondrial reads and >6000 unique gene counts). Principal components analysis was performed on log-normalized and scaled data using 2000 variable genes. The top 30 principal component analyses were used for clustering and visualized using the UMAP algorithm in the Seurat package. The lists of DEGs were identified with a Model-based Analysis of Single-cell Transcriptomics test. Pathway and upstream regulator analyses of gene lists containing significantly DEGs were done with IPA (Qiagen). The representation factor was calculated to represent the number of overlapping genes divided by the number of expected overlapping genes drawn from two independent groups, as calculated on nemates.org with a base value of 30,000 genes in the mouse genome. A representation factor of >1 indicates more overlapping genes than expected of two independent groups. GO enrichment analysis was performed using the PANTHER overrepresentation test and entering the top 100 signature genes in ALMFs and DMFs. The expression levels of *Igf1* and *Igf1r* across various cell types were analyzed using the Gene Expression Omnibus data: GSE180822 (*25*). For the human BPD snRNA-seq analysis, we reanalyzed age-matched (infant) publicly available data from LungMAP, originally generated by Sun *et al.* (*38*).

### Statistical analysis

All statistical analyses were performed in GraphPad Prism 8.0.2 using unpaired two-tailed Student’s *t* tests to determine the *P* value. Specific *P* values were labeled in the plots or figure legends, where significant values were *P* < 0.05. All data in graphs were presented as mean ± SD. No data were excluded from the analyses presented in this study. Three or more replicates were used for every study and specific n values were listed in the figure legends.

# Supplementary material for: Hedgehog-interacting protein orchestrates alveologenesis and protects against bronchopulmonary dysplasia and emphysema
**Source:** Sci Adv. 2025 May 7;11(19):eadu2958. doi: 10.1126/sciadv.adu2958
**Supplement:** Supplementary file 1 — Figs. S1 to S6 Legends for tables S1 to S5

Supplementary Materials for  
**Hedgehog-interacting protein orchestrates alveologenesis and protects against  
bronchopulmonary dysplasia and emphysema**

Datian Ye *et al.*

*Sci. Adv.* **11**, eadu2958 (2025)  
DOI: 10.1126/sciadv.adu2958

**The PDF file includes:**

Figs. S1 to S6  
Legends for tables S1 to S5

**Other Supplementary Material for this manuscript includes the following:**

Tables S1 to S5

**A**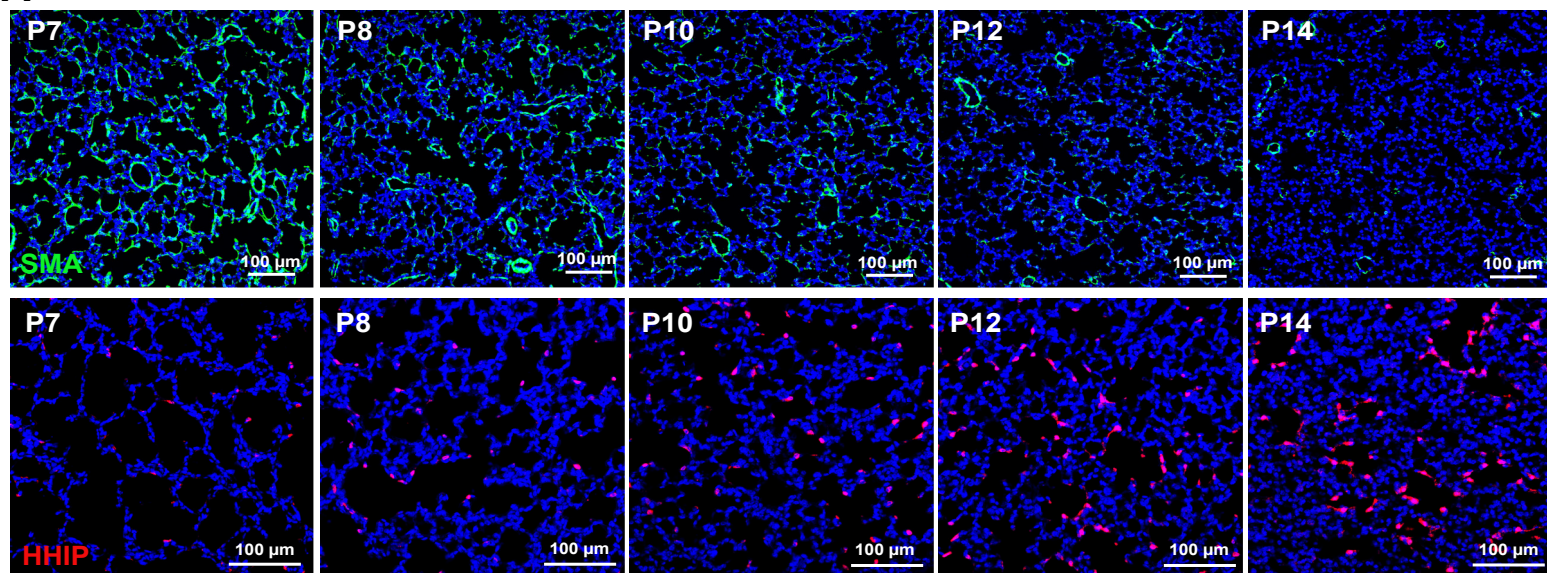**B**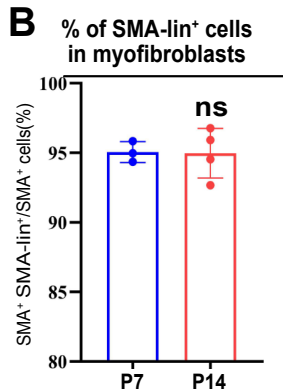**C**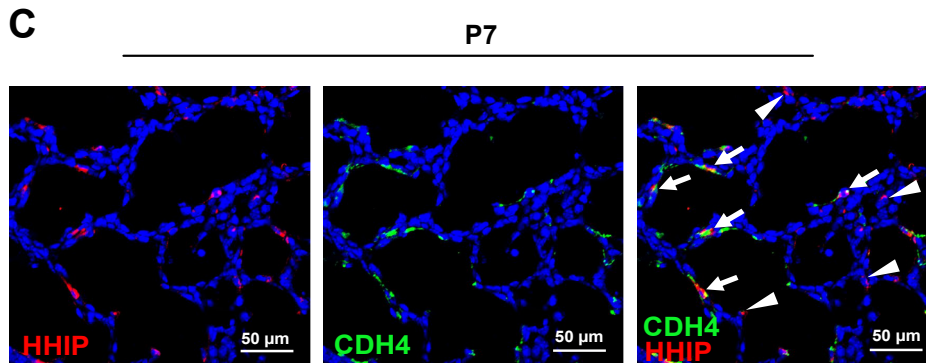**D**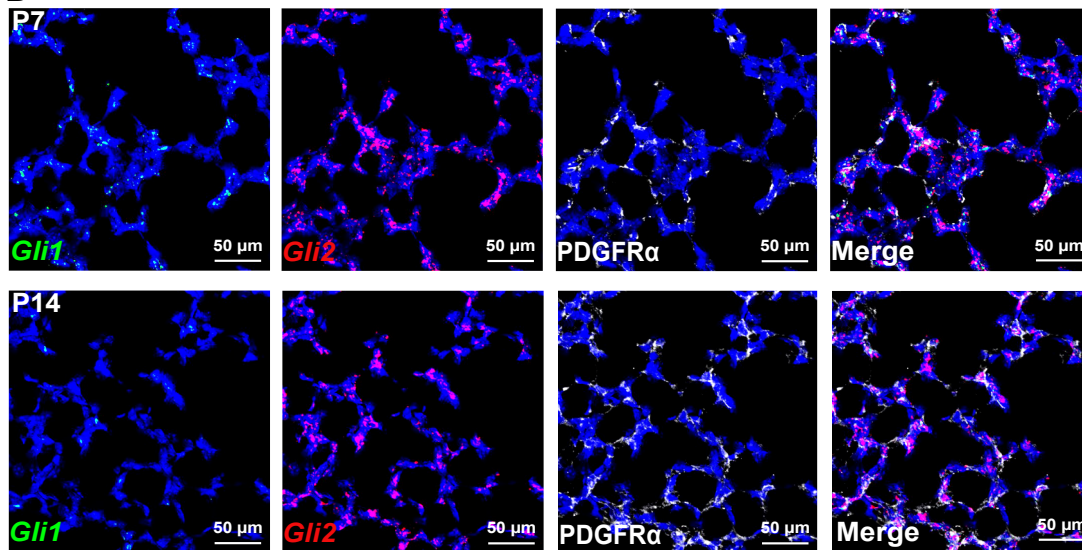**E**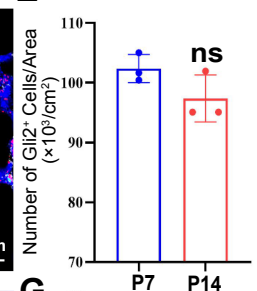**F**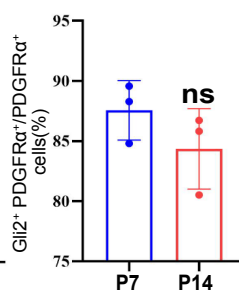**G**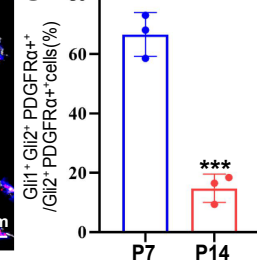**H**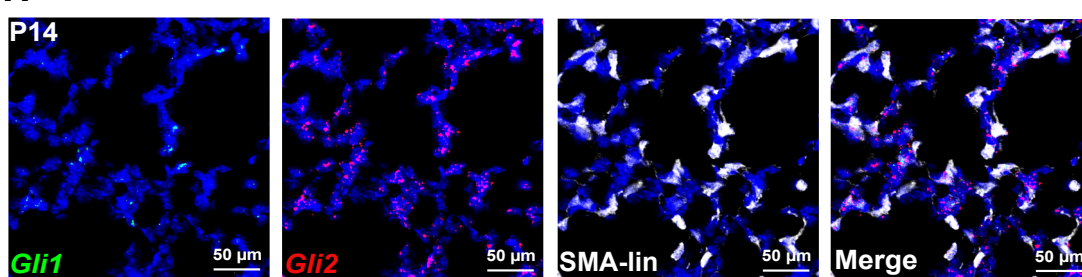**I**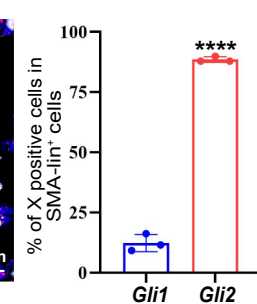**J**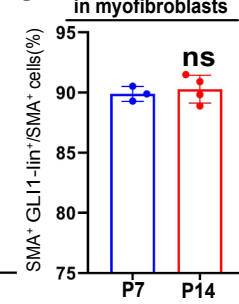

**fig. S1. Myofibroblast transition during alveologenesis.**

(A) IF analysis of SMA and HHIP expression in the alveoli of postnatal mice at the indicated time points. (B) Histology quantification of the percentage of SMA-lineage cells in total myofibroblasts in the alveoli of P7 and P14 mice. (C) IF analysis of HHIP and CDH4 expression in the alveoli. Arrow: HHIP<sup>+</sup> CDH4<sup>+</sup> cells; Arrowhead: HHIP<sup>+</sup> CDH4<sup>-</sup> cells. (D) RNA *in situ* analysis of *Gli1* and *Gli2*, and IF analysis of PDGFR $\alpha$  in the alveoli. (E) Histology quantification of Gli2<sup>+</sup> cells in the alveoli of P7 and P14 mice. (F) Percentage of Gli2<sup>+</sup> PDGFR $\alpha$ <sup>+</sup> in total PDGFR $\alpha$ <sup>+</sup> cells. (G) Percentage of Gli1<sup>+</sup> Gli2<sup>+</sup> PDGFR $\alpha$ <sup>+</sup> in total Gli2<sup>+</sup> PDGFR $\alpha$ <sup>+</sup> cells. (H) Analysis of *Gli1* and *Gli2* expression (RNA *in situ*) and SMA-lin cells in the alveoli. (I) Percentage of Gli1<sup>+</sup> and Gli2<sup>+</sup> cells in total SMA-lin cells at P14. (J) Percentage of GLI1-lineage cells in total myofibroblasts in the alveoli of P7 and P14 mice. Each data point represents one mouse (B, E to G, I, and J) of an individual experiment. Data are expressed as Mean  $\pm$  SD. ns, no significance; \*\*\*p < 0.0005; \*\*\*\*p < 0.0001.

A

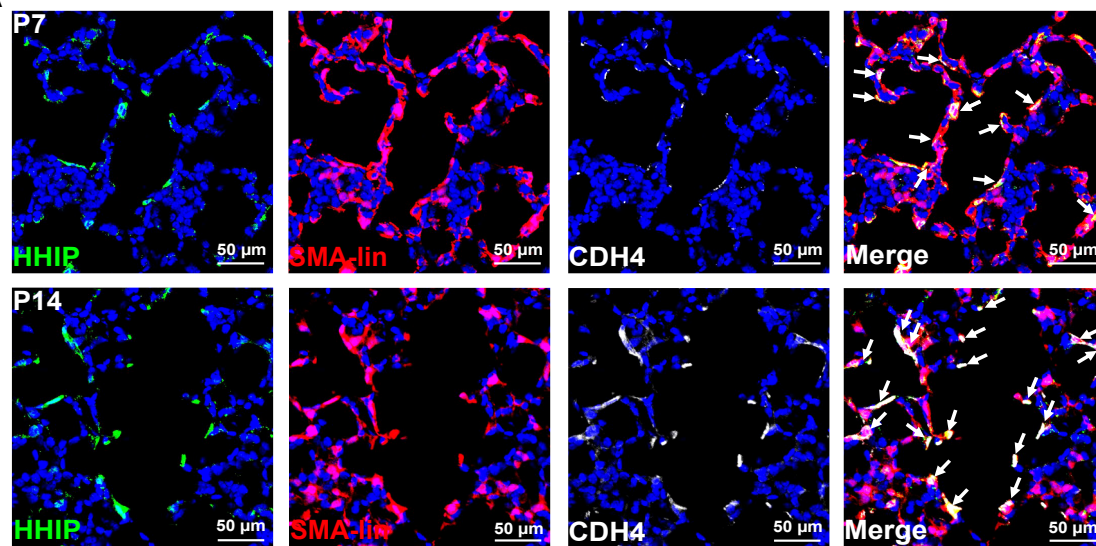

B

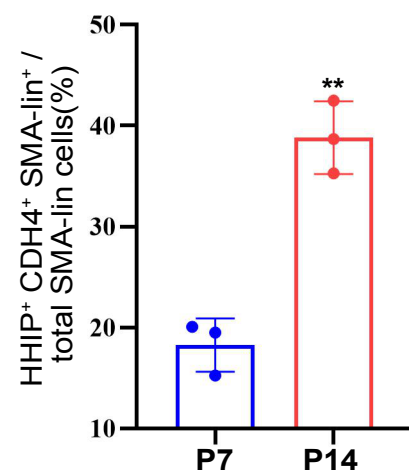

C

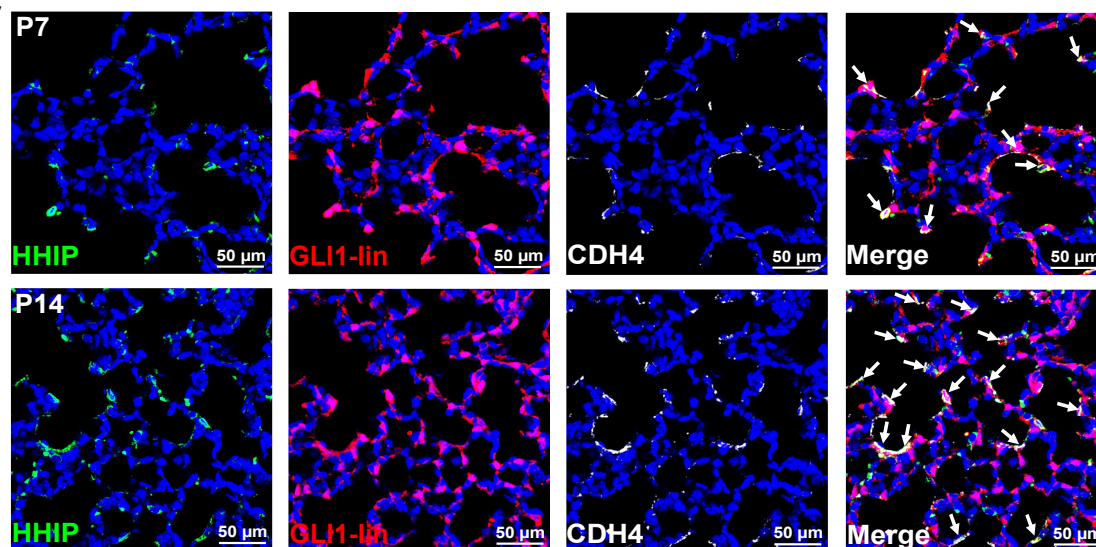

D

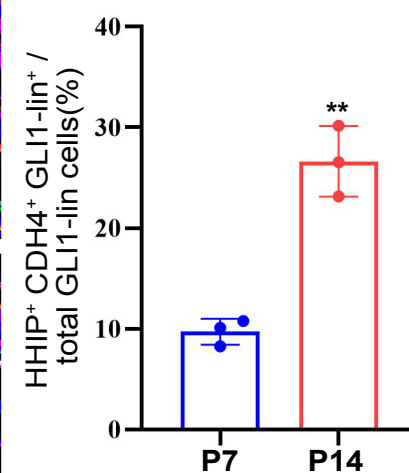

**fig. S2. Ductal myofibroblasts in SMA-lin and GLI1-lin cells.**

(A) IF analysis of HHIP and CDH4 expression, and SMA-lin cells in the alveoli of P7 and P14 mice. Arrow: SMA-lin<sup>+</sup> DMFs. (B) Percentage of HHIP<sup>+</sup> CDH4<sup>+</sup> cells in SMA-lin cells in the alveoli. (C) IF analysis of HHIP and CDH4 expression, and GLI1-lin cells in the alveoli of P7 and P14 mice. Arrow: Gli1-lin<sup>+</sup> DMFs. (D) Percentage of HHIP<sup>+</sup> CDH4<sup>+</sup> cells in GLI1-lin cells in the alveoli. Each data point represents one mouse (B and D) of an individual experiment. Data are expressed as Mean  $\pm$  SD. \*\*p < 0.005.

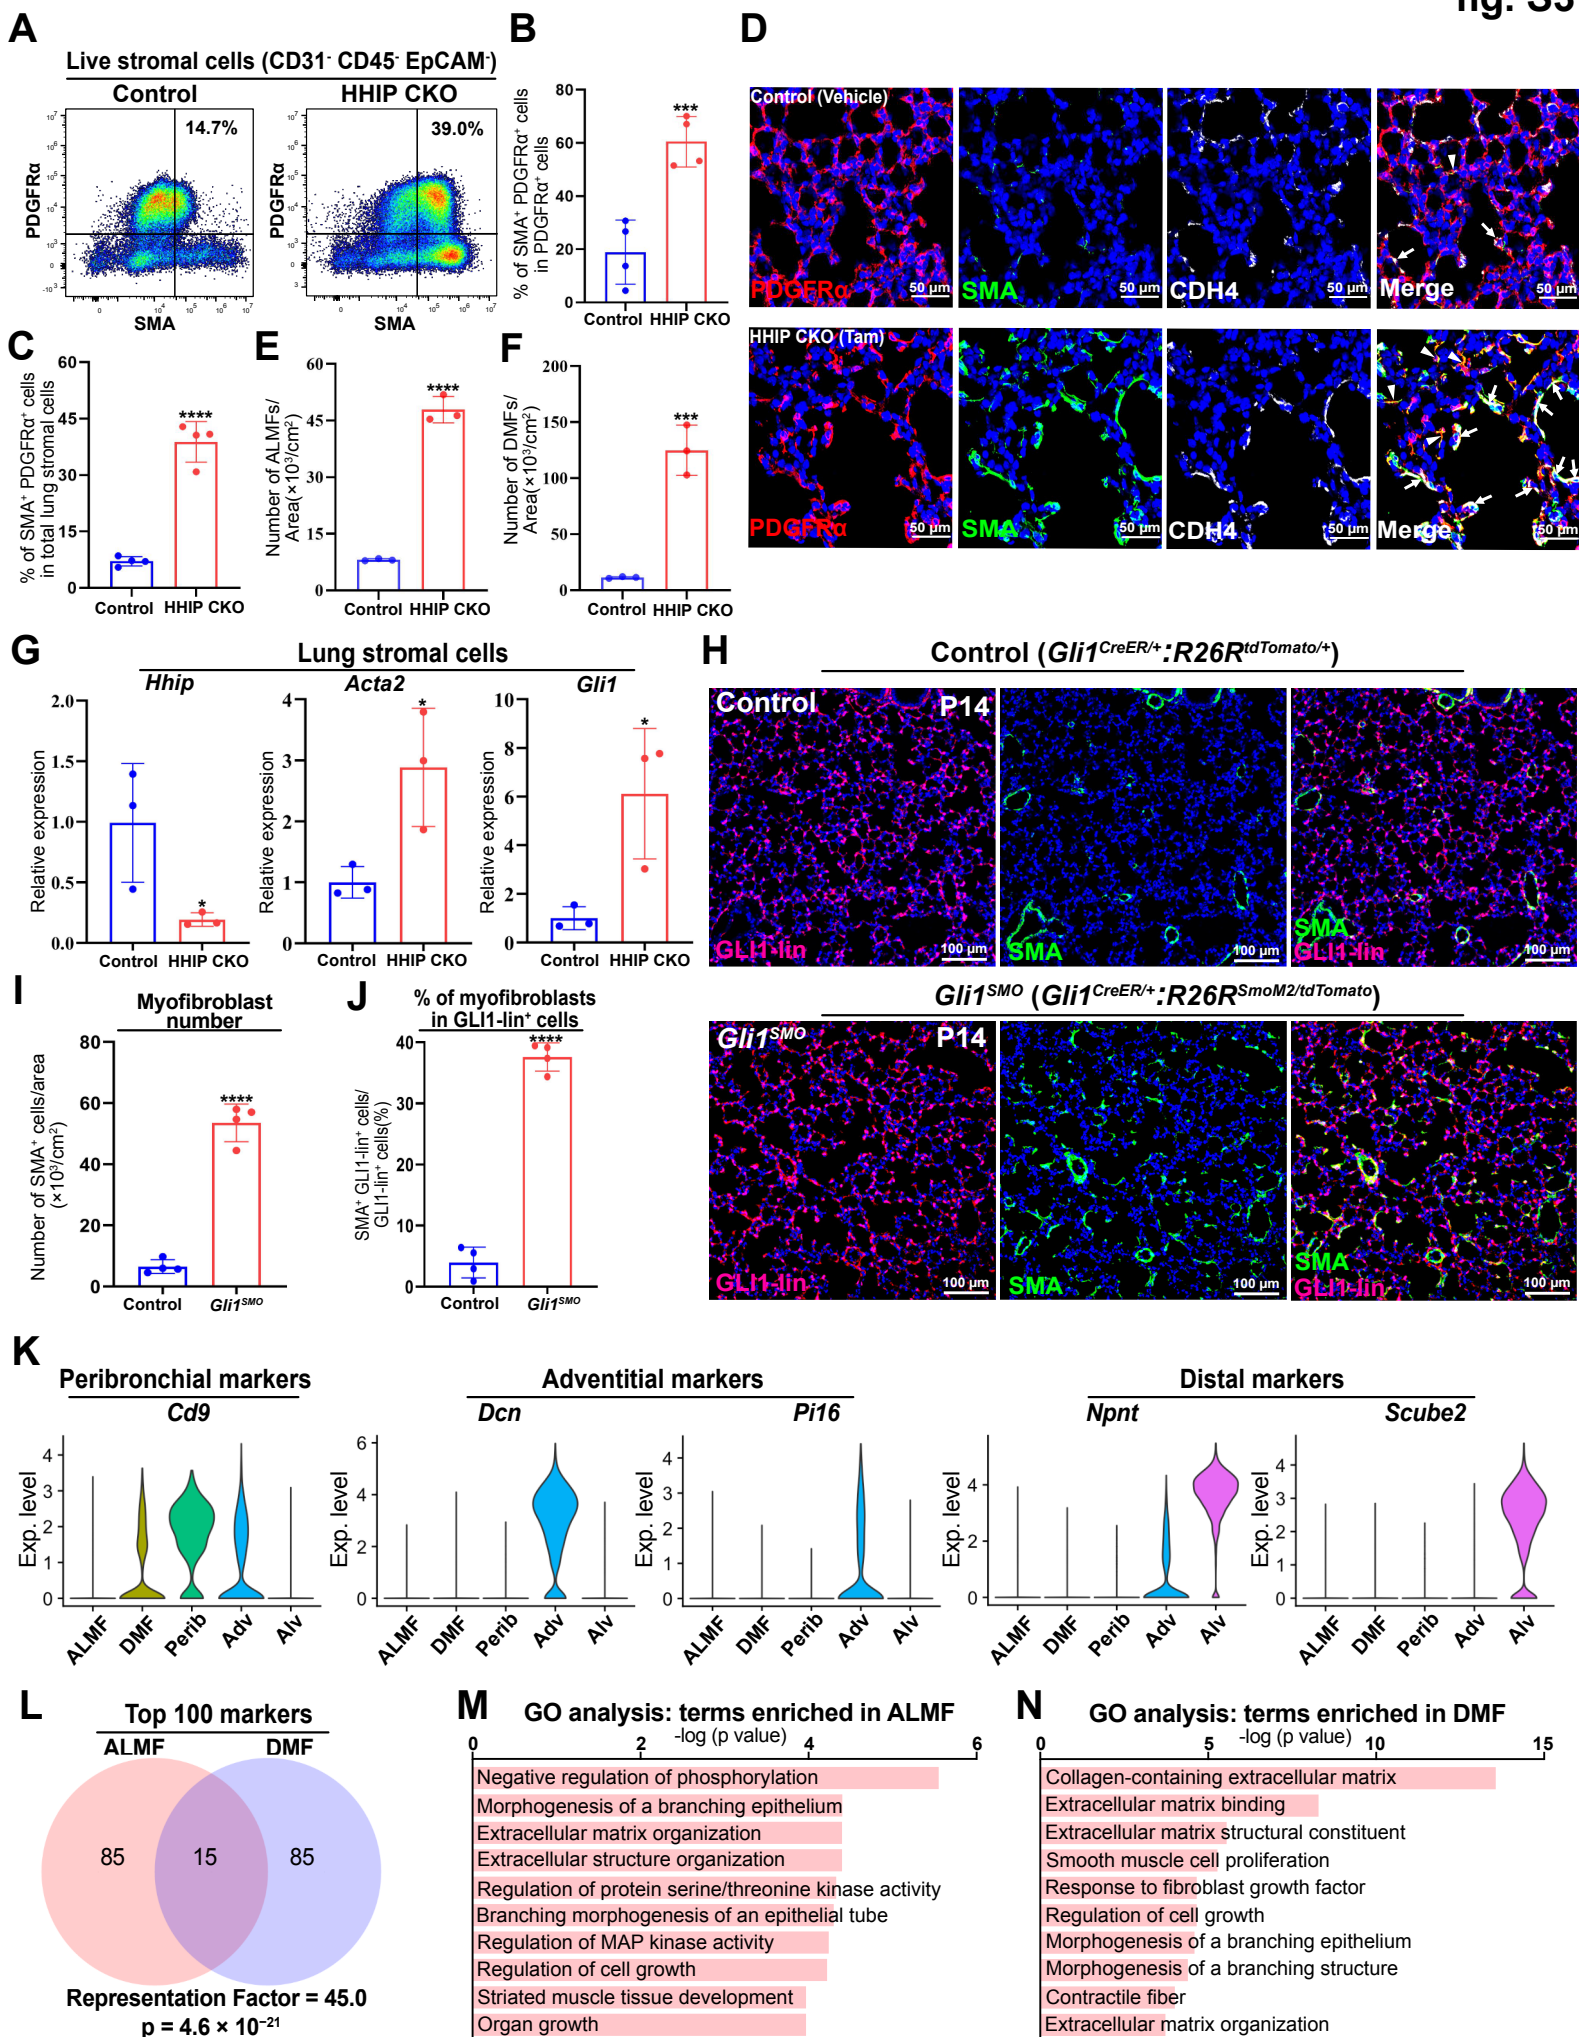

**fig. S3. Hh activation blocks myofibroblast transition.**

(A) Flow cytometry analysis of SMA<sup>+</sup> cells in lung stromal cells of *Hhip*-deleted and control mice at P14. (B) Percentage of SMA<sup>+</sup> PDGFR $\alpha$ <sup>+</sup> in total PDGFR $\alpha$ <sup>+</sup> lung stromal cells, analyzed by flow cytometry. (C) Percentage of SMA<sup>+</sup> PDGFR $\alpha$ <sup>+</sup> in total lung stromal cells (live CD31<sup>-</sup> CD45<sup>-</sup> EpCAM<sup>-</sup>), analyzed by flow cytometry. (D) IF analysis of SMA, PDGFR $\alpha$ , and CDH4 in the alveoli of *Hhip*-deleted and control mice at P14. Arrow: DMFs; Arrowhead: ALMFs. (E and F) Number of ALMFs (CDH4<sup>-</sup> SMA<sup>+</sup> PDGFR $\alpha$ <sup>+</sup>, E) and DMFs (CDH4<sup>+</sup> SMA<sup>+</sup> PDGFR $\alpha$ <sup>+</sup>, F) per unit alveolar area of *Hhip*-deleted and control mice at P14. (G) qPCR analysis of *Hhip*, *Acta2*, and *Gli1* expression in lung stromal cells isolated from *Hhip*-deleted and control mice. (H) IF analysis of SMA in Hh-activated (*Gli1*<sup>SMO</sup>, *Gli1*<sup>CreER/+</sup>:R26R<sup>SmoM2/tdT</sup>) and control (*Gli1*<sup>CreER/+</sup>:R26R<sup>tdT/+</sup>) GLI1-lin cells. (I) Number of myofibroblasts in *Gli1*<sup>SMO</sup> and control mice. (J) Percentage of myofibroblasts in total GLI1-lin cells. (K) Violin plots showing the expression of *Cd9*, *Dcn*, *Pil6*, *Npnt*, and *Scube2* in different lung stromal subsets. (L) Comparison of top 100 markers in ALMFs and DMFs with statistical comparison for degree of gene overlap of two independent gene sets denoted by representation factor (see methods). (M and N) Gene Ontology (GO) analysis of signature genes of ALMFs (M) and DMFs (N). Each data point represents one mouse (B, C, E to G, I, and J) of an individual experiment. Data are expressed as Mean  $\pm$  SD. \*p < 0.05; \*\*\*p < 0.0005; \*\*\*\*p < 0.0001.

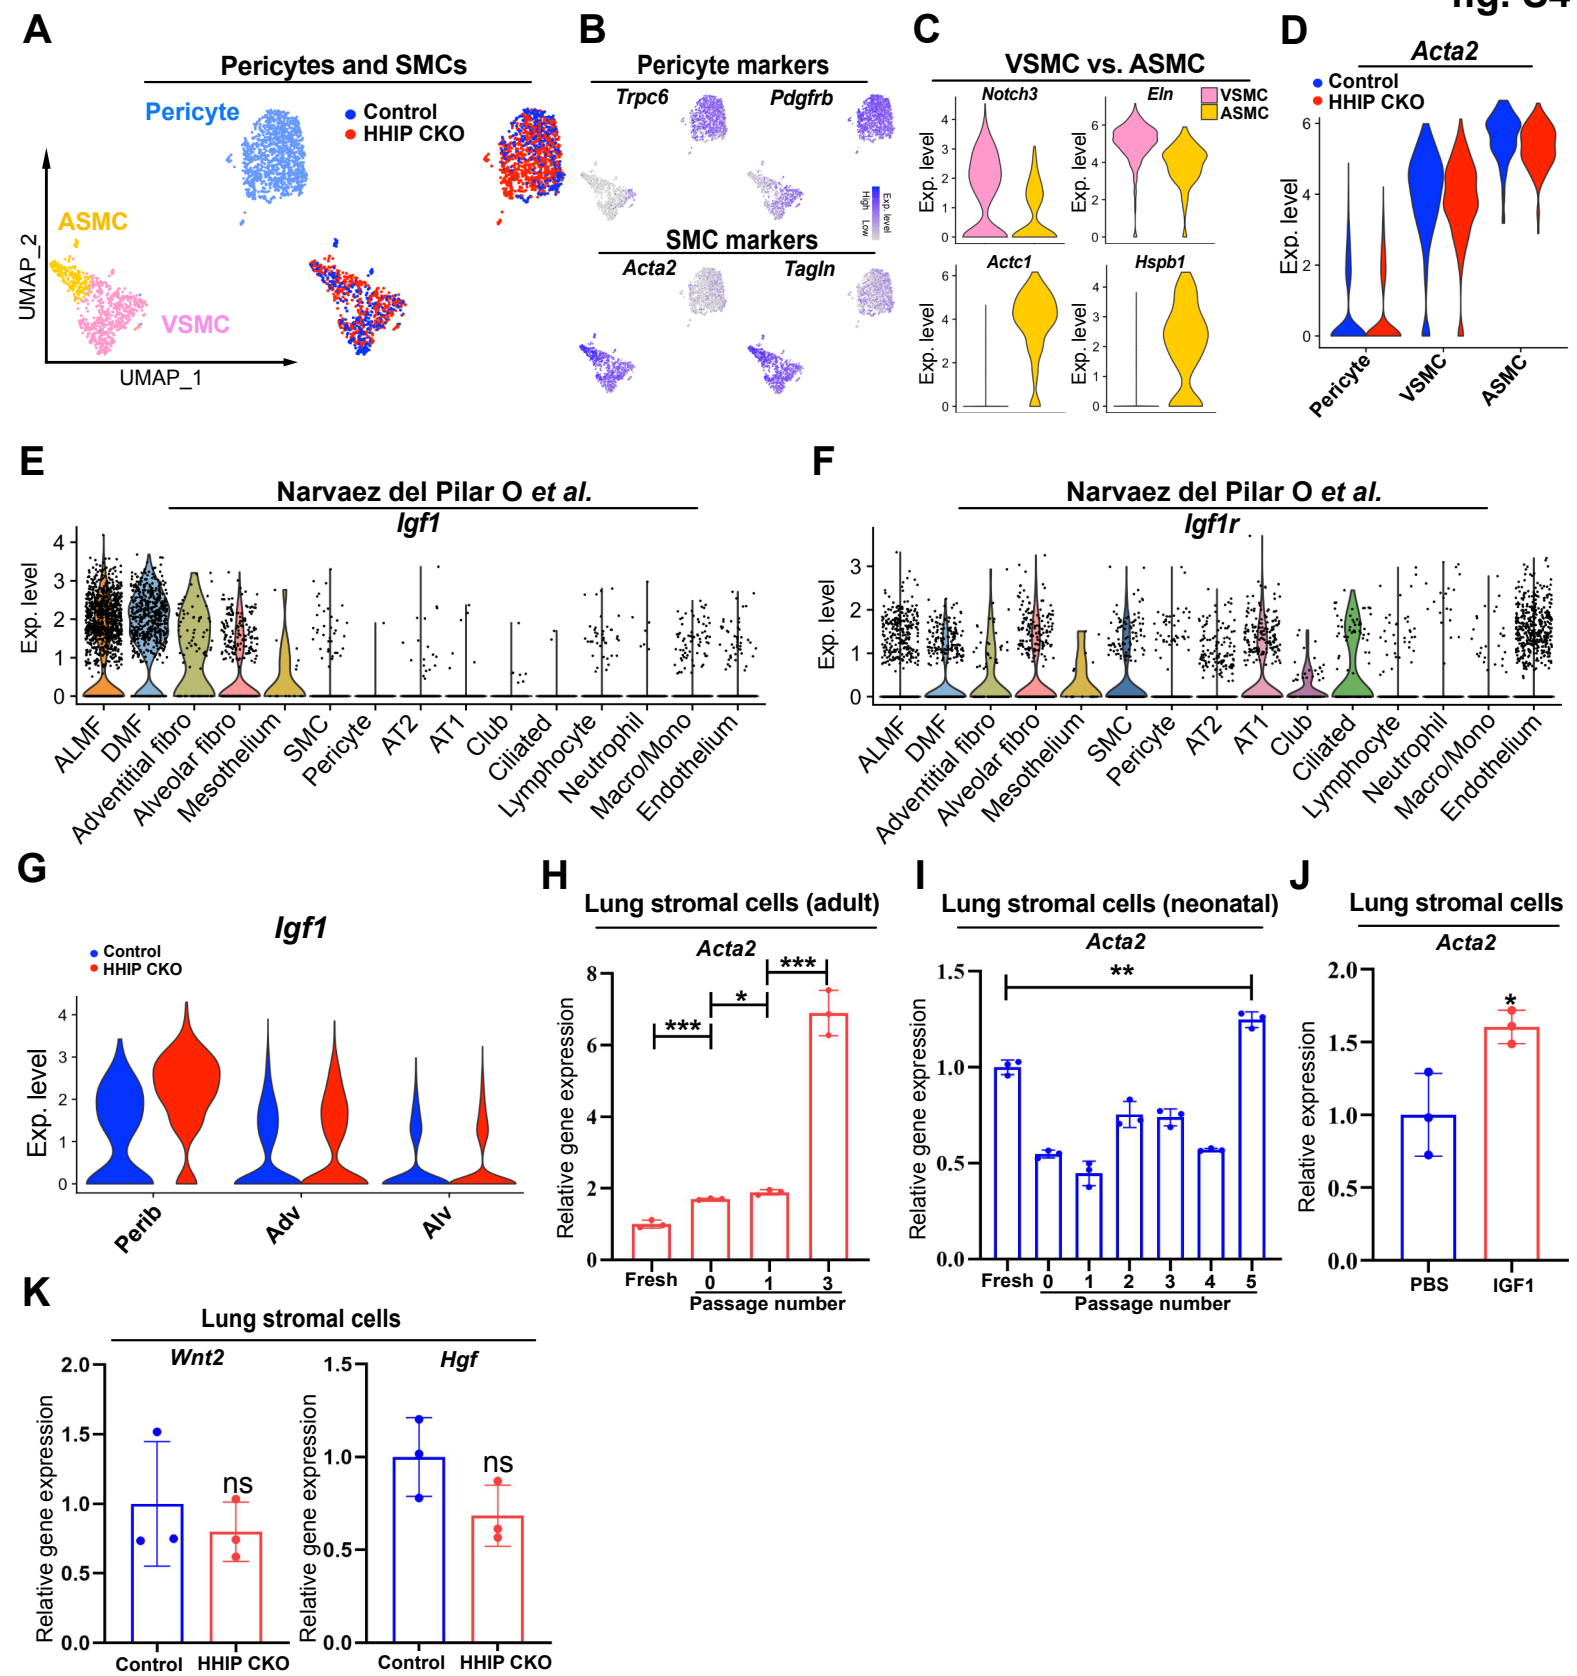

**fig. S4. scRNA-seq analysis of pericytes and smooth muscle cells of *Hhip*-deleted vs. control mice, along with *Igf1/Igf1r* expression in the lungs.**

(A and B) UMAP showing the cell clusters in pericytes and smooth muscle cells (SMCs) of *Hhip*-deleted and control mice at P14. Airway smooth muscle cells (ASMCs); Vascular smooth muscle cells (VSMCs). (C) Violin plots showing the expression of *Notch3*, *Eln*, *Actc1*, and *Hspb1* in VSMCs vs. ASMCs). (D) Violin plots showing the expression of *Acta2* in pericytes, VSMCs, and ASMCs of *Hhip*-deleted and control mice at P14. (E and F) scRNA-seq analysis of *Igf1* (E) and *Igf1r* (F) expression in the lungs (P7 and P13). (G) *Igf1* expression in Perib, Adv, and Alv fibroblasts of *Hhip*-deleted and control mice at P14. (H and I) qPCR analysis of *Acta2* expression in fresh and passaged lung stromal cells of adult (H) and P12 neonatal (I) mice. (J) qPCR analysis of *Acta2* expression in lung stromal cells treated with PBS or IGF1 recombinant protein. (K) qPCR analysis of *Wnt2* and *Hgf* expression in lung stromal cells of *Hhip*-deleted and control mice at P14. All in vitro experiments have been repeated at least one time with consistent results for validation. Each data point represents one mouse (K) of an individual experiment. Data are expressed as Mean  $\pm$  SD. ns, no significance; \* $p < 0.05$ ; \*\* $p < 0.005$ ; \*\*\* $p < 0.0005$ .

fig. S5

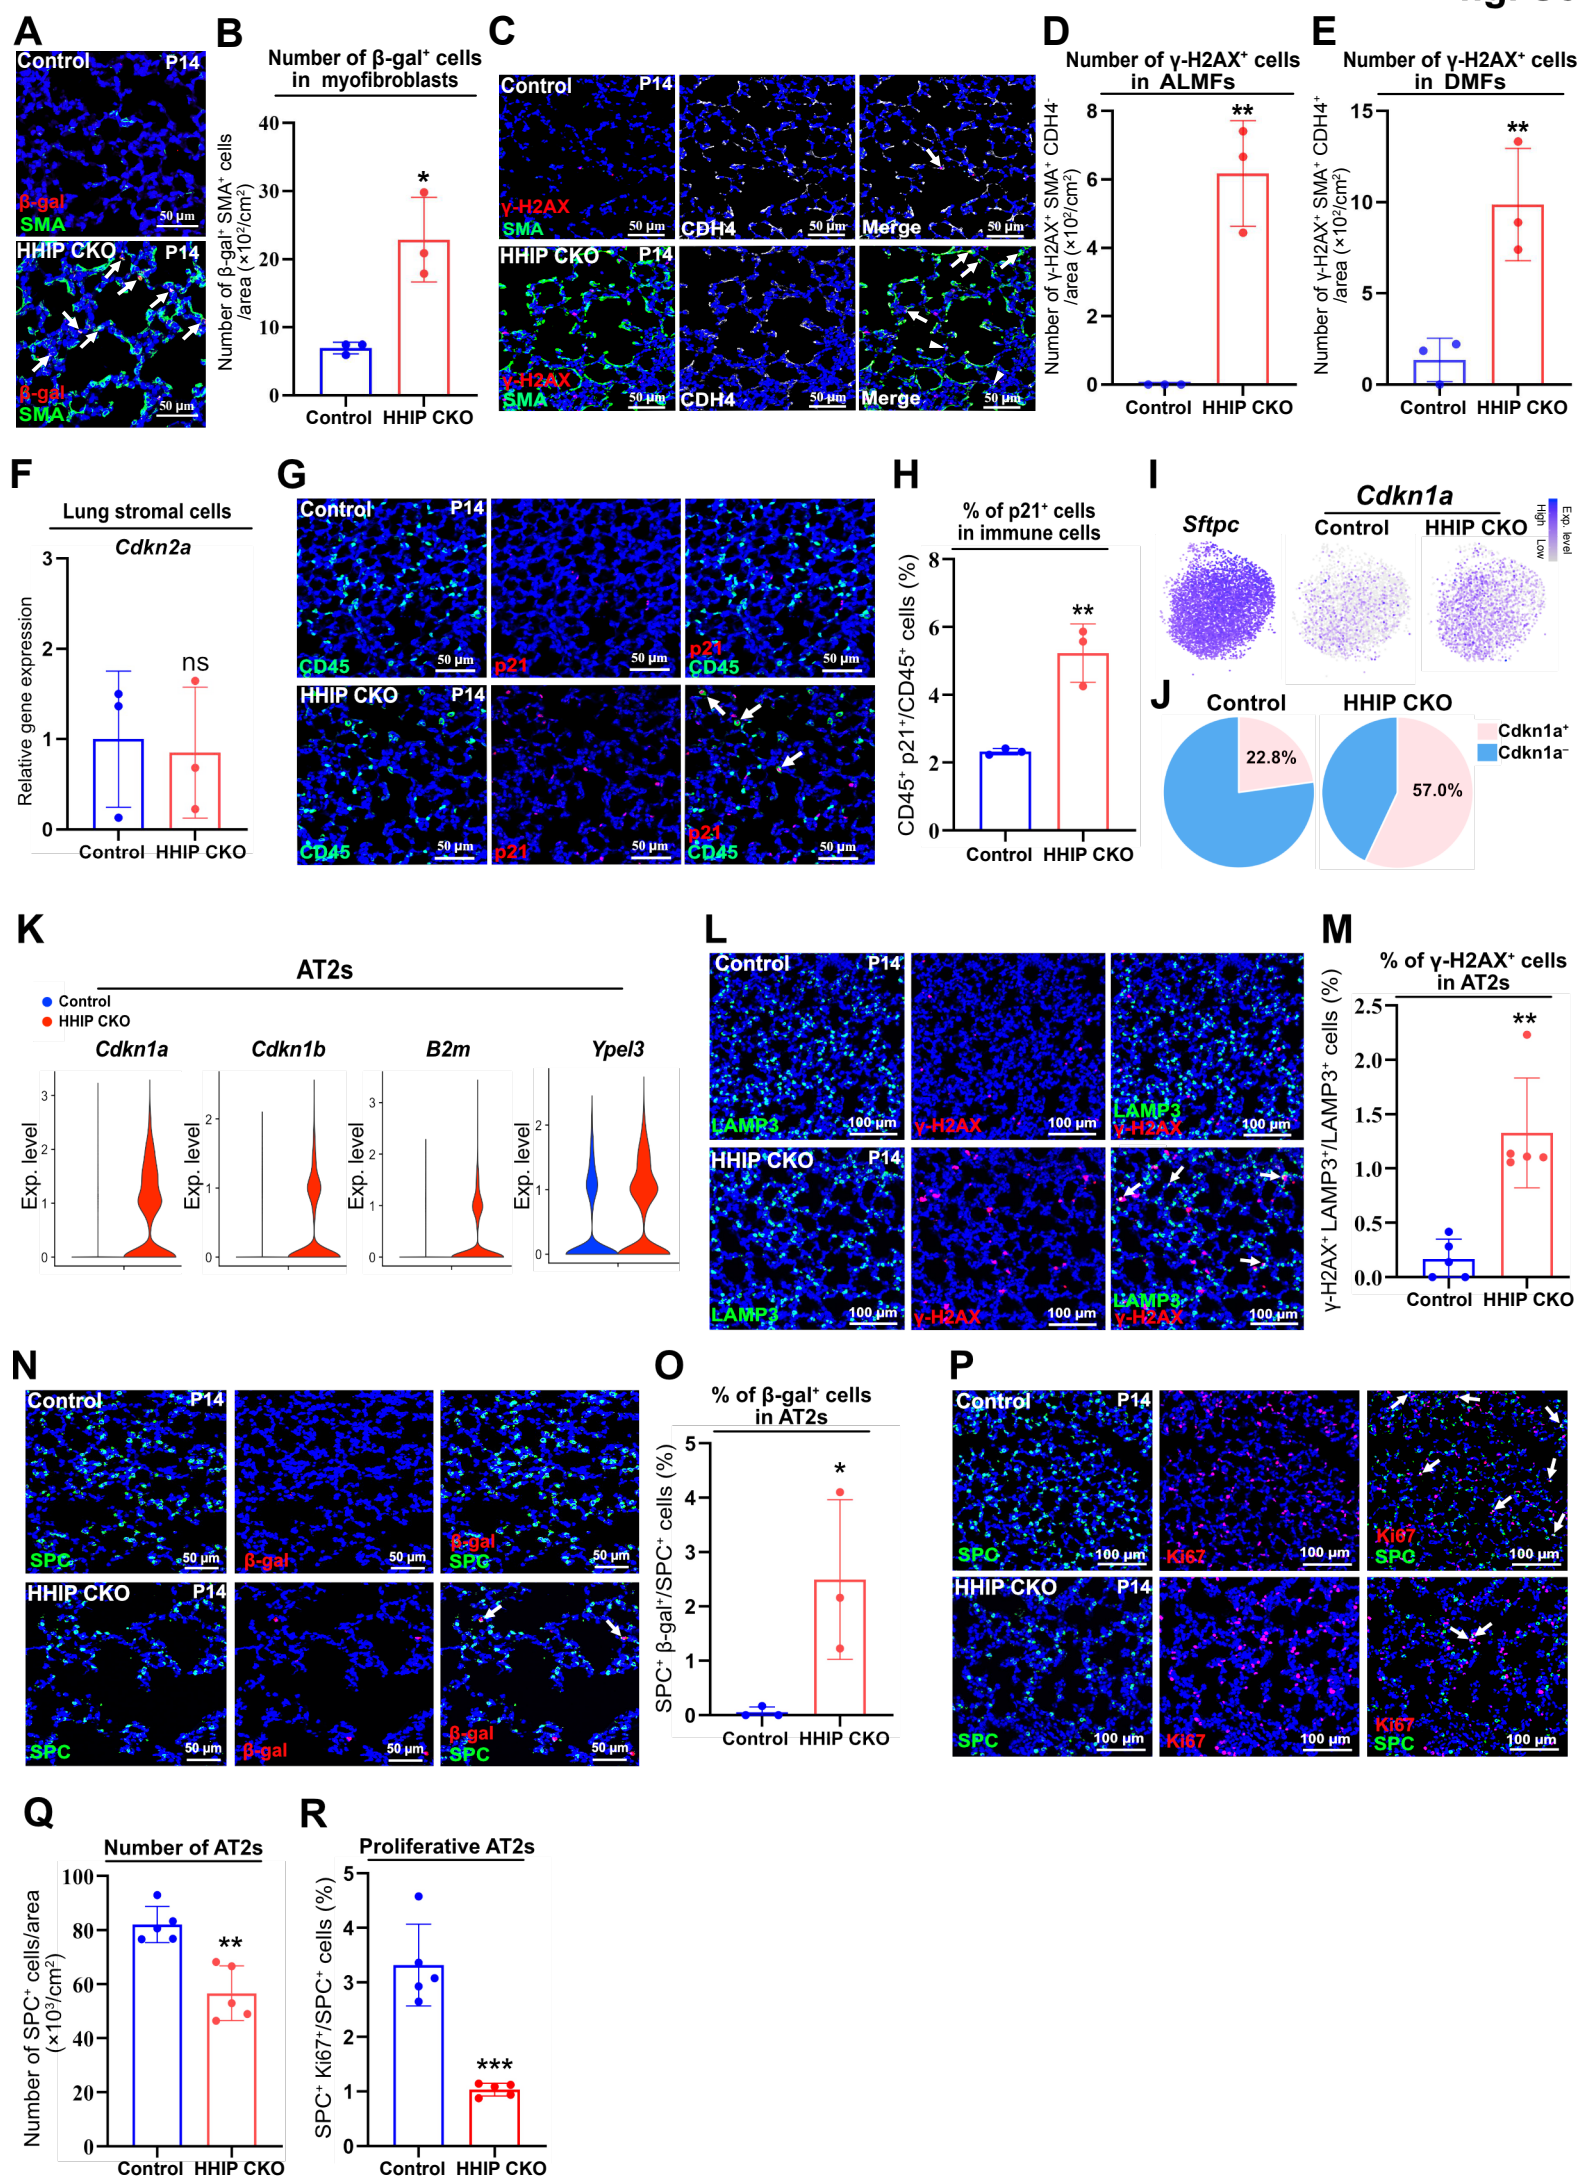

**fig. S5. Cell senescence induced by *Hhip*-deletion.**

(A) IF analysis of SMA and senescence  $\beta$ -galactosidase staining in *Hhip*-deleted and control lungs at P14. Arrow:  $\beta$ -gal<sup>+</sup> SMA<sup>+</sup> cells. (B) Number of  $\beta$ -gal<sup>+</sup> SMA<sup>+</sup> cells per unit alveolar area of *Hhip*-deleted and control mice at P14. (C) IF analysis of  $\gamma$ -H2AX, SMA, and CDH4 in *Hhip*-deleted and control lungs. Arrow:  $\gamma$ -H2AX<sup>+</sup> DMFs; Arrowhead:  $\gamma$ -H2AX<sup>+</sup> ALMFs. (D and E) Number of  $\gamma$ -H2AX<sup>+</sup> ALMFs (D) and DMFs (E) per unit alveolar area of *Hhip*-deleted and control mice at P14. (F) qPCR analysis of *Cdkn2a* expression in lung stromal cells of *Hhip*-deleted and control mice at P14. (G) IF analysis of CD45 and p21 in *Hhip*-deleted and control lungs. Arrow: CD45<sup>+</sup> p21<sup>+</sup> cells. (H) Percentage of p21<sup>+</sup> cells in immune cells of *Hhip*-deleted and control lungs. (I and J) Feature plots and quantification of Cdkn1a<sup>+</sup> cells in AT2s of *Hhip*-deleted and control lungs. (K) Violin plots showing the expression of *Cdkn1a*, *Cdkn1b*, *Bem*, and *Ypel3* in AT2s of *Hhip*-deleted and control mice. (L) IF analysis of LAMP3 and  $\gamma$ -H2AX in *Hhip*-deleted and control lungs. Arrow:  $\gamma$ -H2AX<sup>+</sup> LAMP3<sup>+</sup> cells. (M) Percentage of  $\gamma$ -H2AX<sup>+</sup> cells in AT2s. (N) IF analysis of SPC and senescence  $\beta$ -galactosidase staining in *Hhip*-deleted and control lungs. Arrow:  $\beta$ -gal<sup>+</sup> SPC<sup>+</sup> cells. (O) Percentage of  $\beta$ -gal<sup>+</sup> cells in AT2s. (P) IF analysis of SPC and Ki67 in *Hhip*-deleted and control lungs. Arrow: Ki67<sup>+</sup> SPC<sup>+</sup> cells. (Q and R) Quantification of the number of AT2s and percentage of proliferative AT2s in *Hhip*-deleted and control lungs. Each data point represents one mouse (B, D, E, F, H, M, O, Q, and R) of an individual experiment. Data are expressed as Mean  $\pm$  SD. ns, no significance; \*p < 0.05; \*\*p < 0.005; \*\*\*p < 0.0005.

**A****Control (Vehicle)**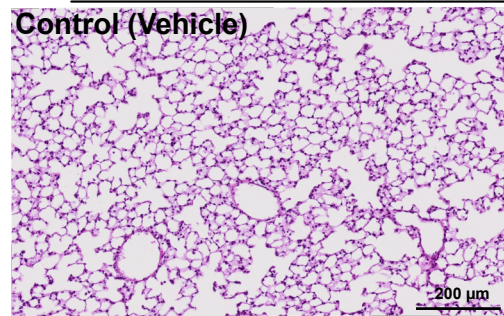**HHIP CKO (Tam)**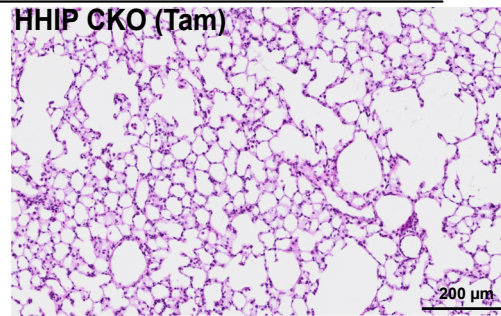**B**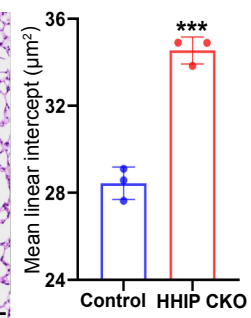

**fig. S6. Neonatal *Hhip* deletion induces emphysema in adult mice.**

(**A** and **B**) H&E images and MLI quantification of the lungs from adult *Gli1<sup>HHIPCKO</sup>* and control mice. Each data point represents one mouse (**B**) of an individual experiment. Data are expressed as Mean  $\pm$  SD. \*\*\* $p < 0.0005$ .

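Table S1 gives, for each fibroblast subset, the genes that set it apart from the other subsets. Markers from this table were used to name the clusters here, so an overlap with it is not independent of it. Of the 100 genes with the largest fold of a class over all other fibroblast-like cells, those among the 100 leading genes of table S1 for the same subset numbered 53 for ALMFs, 53 for DMFs, 50 for peribronchial, 43 for adventitial and 41 for alveolar fibroblasts. The naming markers among the shared genes numbered 13, 12, 11, 10 and 12.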

**table S1.** Signature genes for different fibroblast subsets.

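Table S2 gives the authors' comparison of DMFs by the MAST test in Seurat, with an average log2 fold change and the share of cells that express each gene in each mouse. On that scale, the value computed here in DMF-like cells had the sign of the authors' value for 928 of 937 genes, with a Pearson correlation of 0.967 across genes, which are not independent replicates. By the log2 ratio of CPM, the largest values in DMF-like cells were *Socs3* 3.93 (95% interval 3.6 to 4.28), *Tceal6* 3.91, *Eva1a* 3.44, *Ngb* 3.40 and *Fos* 3.37. The smallest were *Igfbp3* −3.40, *Hhip*, *Ccl19* −2.47, *Penk* −2.06 and *Cyp2e1* −2.00. *Cyp2e1* is also a marker used to name ALMFs. The ratios of *Socs3* and *Fos* turned to −0.11 and −0.85 with the immediate early genes held out of clustering, a setting chosen after seeing the data.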

**table S2.** List of DEGs in ductal myofibroblasts of the *Hhip*-deleted lung vs. the control.

**table S3.** List of DEGs in alveolar myofibroblasts of the *Hhip*-deleted lung vs. the control.

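Table S3 holds the same comparison for ALMFs. On Seurat's scale, the ALMF-like value had the sign of the authors' value for 585 of 596 genes, with a Pearson correlation of 0.872 across genes. With the libraries clustered separately the correlation was 0.960 and the sign was shared by 593 genes. At resolution 0.5 the correlation was 0.835 and the sign was shared by 557 genes. The largest log2 ratios of CPM in ALMF-like cells were *Adh1* 4.03 (95% interval 3.48 to 4.63), *Itga8* 3.66, *Eva1a* 3.64, *Sorl1* 3.26 and *Npnt* 3.05. The smallest were *Notum* −2.45, *Nr4a1* −2.44, *Igfbp3*, *Fos* −2.20 and *Klf2* −2.18. *Itga8* and *Npnt* are also genes of alveolar fibroblasts. *Fos* came to 1.66 and *Nr4a1* to 0.32 with the libraries clustered separately. *Klf2* came to 0.23 with the immediate early genes held out of clustering, which was tried only after seeing the data.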

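Table S4 holds the comparison for AT2s. On Seurat's scale, the AT2-like value had the sign of the authors' value for 595 of 596 genes, with a Pearson correlation of 0.993 across genes. The largest log2 ratios of CPM in AT2-like cells were *Hist2h2ac* 2.56 (95% interval 2.23 to 2.92), *Hist1h1c* 2.19, *Rgcc* 2.04, *Mt2* 1.81 and *Osgin1* 1.68. The smallest were *Scgb1a1* −1.58 (−1.63 to −1.53), *Areg* −1.40, *Gm28592* −1.34, *Pgc* −1.21 and *Stmn1* −1.21. *Scgb1a1*, a marker of club cells, came to 2.10 with the libraries clustered separately and to 0.061 with no gene held out of clustering.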

**table S4.** List of DEGs in AT2s of the *Hhip*-deleted lung vs. the control.

**table S5.** List of qPCR primers.

How the deposited data were processed for this re-analysis (not part of the article)

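Single-cell RNA-seq of sorted lung stromal and epithelial cells was made from 1 control and 1 *Gli1 HHIPCKO* mouse at P14. Per the file headers and the paper's methods, the authors aligned the reads to mm10 and counted UMIs per gene and cell with CellRanger 6.1.0, and the deposited counts are raw counts of CellRanger's called cells, before the authors' filters in Seurat. The files list 32285 genes, of which 32158 were found in the GENCODE vM21 annotation used for gene positions on GRCm38.

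Cells with at least 200 and at most 6000 genes and at most 10% mitochondrial UMIs were kept. Counts were scaled to 10000 UMIs per cell and log-transformed. The libraries were merged without integration, and 2000 variable genes, 30 principal components, 20 nearest neighbours and Leiden clustering at resolution 1 were used, since the paper's text names the numbers of variable genes and components but no integration method and no doublet caller. Mesenchymal clusters were clustered again on their own. Clusters were named after 18 classes from marker lists. A name needed a score of 0.3 and 3 markers detected in 10% of the cells, with a marker among the 10 leading genes. A score of 0.15 for another lineage, or a second class at 0.7 of the best score, left a cluster unnamed. These thresholds were set, and once revised, after the clusters were seen. The marker lists of the 5 fibroblast classes come largely from table S1. Names are therefore written with "-like", and unnamed clusters were left out of all values by class.

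UMIs were summed over the cells of a class and library. With 1 mouse per condition, no test was made and no p-value is given. Intervals are exact binomial or exact Poisson intervals at 95%, and a count of 0 is given with the limit that 3 counts set. Shares of cells with a UMI were also computed with each cell thinned to 2000 UMIs. On simulated data with 200 changed genes per class, the direction of all 200 was found in ALMF-like, DMF-like and AT2-like cells, and thinning was tested on simulated shares without a difference. In the same order of classes, the gap in these shares was 14.3, 14.2 and 13.2 percentage points before and 1.44, 2.38 and 0.34 after thinning. A simulated gene list without a change was at percentile 95.0, 41.7 and 34.5.

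The comparisons, the gene lists and 13 alternatives were fixed before the data were examined. The lists are IGF, Hedgehog target, senescence, p53 target, immediate early, hypoxia, glucocorticoid and ribosomal protein genes, each set against 10000 random lists matched on mean expression. Lists of X-linked escape genes and of clock genes were added later for tests of explanations. The alternatives change the cell filter, doublets, the scaling, the average, the genes in the total, the resolution, the clustering of each library on its own, the genes held out, thinning, the genes ranked and the number of leading genes. The alternative named as a mean over cells of the log-normalized value, as Seurat's average log2 fold change, was ambiguous and was computed both ways, which was decided after both had been seen beside the authors' tables. For the alternative without doublets, the cells with the highest scores against simulated doublets were left out, at a rate that rises with the number of cells in the library. Further alternatives were chosen after seeing the data. In these, the immediate early genes were held out of clustering too, ALMF-like and DMF-like cells were named one by one, or the fold of marker genes was taken over the 3 other fibroblast classes. In another, the 4 genes the paper names for AT2s were left out of the senescence list.

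Genes were named by a rule. They are the genes the paper names in its scRNA-seq text and figures, the genes of the lists, the sex-linked genes, and in ALMF-like, DMF-like and AT2-like cells the 5 genes with the largest and the 5 with the smallest log2 ratio among genes detected in at least 10% of cells with at least 50 UMIs. Genes named as leading a cluster, *Hist1h1c* and *Fkbp5* across classes, and the marker genes used in tests were chosen after their values were seen.

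The authors' MAST test, gene ontology analysis and pathway software were not used here. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9 were used.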

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

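The tests of mixed sexes, of swapped labels, of stress during dissociation outside AT2-like cells (its bar was changed once), of clusters led by immediate early genes and of the boundary between ALMF-like and DMF-like cells were chosen only after the result was seen, as was the reading of the time-of-day test.

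The paper does not report the sex of the sequenced mice. *Xist* was found in 56.7% of the 12115 *Gli1 HHIPCKO* cells and in 0.110% of the 10917 control cells. *Eif2s3y* was found in 16.7% of control cells, *Ddx3y* in 11.9%, *Kdm5d* in 5.67% and *Uty* in 5.00%, and each in 0 of the *Gli1 HHIPCKO* cells, which allows up to 0.0248%. Cells of both sexes in the control library are argued against by its 0.110% of cells with *Xist*. A swap of the labels is argued against by *Hhip*, whose log2 ratio in DMF-like cells was −2.52. Genes that escape X inactivation had a median log2 ratio of 0.706 over 10 classes, above 0 in 10 of them, which is in line with a male control and a female *Gli1 HHIPCKO* mouse. Any difference between the libraries could therefore also come from sex, which 1 mouse per condition does not separate from the deletion.

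A list of 8 glucocorticoid-responsive genes, which the paper does not discuss, was higher in the *Gli1 HHIPCKO* library. Its median log2 ratio was 0.976 in AT2-like, 1.397 in DMF-like and 1.209 in alveolar fibroblast-like cells, and it was above 0 in all 11 classes compared, from 0.332 in ALMF-like to 1.467 in mesothelial-like cells. In immune-like cells its value of 0.535 was within the range of random lists. The size depends on the setting. Under the alternatives the median ran from 0.135 to 1.038 in AT2-like, 0.327 to 1.448 in DMF-like and 0.245 to 1.209 in alveolar fibroblast-like cells. In ALMF-like cells it ran from 0.255 to 1.441. For stress during dissociation, the cells of each class were put in 3 groups by share of immediate early UMIs. In AT2-like cells the stress is argued against by a median of 0.974 in the lowest group, against −0.215 to 0.262 for random lists, and 0.868 in the middle one. The immediate early list itself was still at 0.271 in the lowest group, above its random lists, and at 0.086 in the middle one, within them. In ALMF-like, DMF-like, peribronchial, adventitial and alveolar fibroblast-like, vascular smooth muscle-like, mesothelial-like and ciliated cells it is argued against by the groups with at least 10 immediate early genes measured and their median not above the range of random lists, where the smallest glucocorticoid median was 0.381, against −0.275 to 0.289 for random lists. The lowest vascular smooth muscle group, with 6 immediate early genes measured, had 0.395, within −0.357 to 0.437. In pericyte-like and immune-like cells stress during dissociation cannot be told apart from other sources, since 0 of their 6 groups met this bar. Immediate early genes are the only measure of stress used here. A different time of day at dissection cannot be told apart from an effect of the deletion. The clock genes around *Dbp* and those around *Arntl* had opposite signs in 8 of 10 classes. For this test 9 classes had been set in advance, and the decision to read 8 as open was made after the value was seen. The *Arntl* genes rest on 1 measured gene in 5 of the classes. A difference in handling, in sex or in the response to tamoxifen or to the deletion also stays open and was not tested.

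*Adh1* and *Itga8* had the largest log2 ratios in ALMF-like cells, 4.03 and 3.66, and the paper does not discuss them. The size depends on the clustering. At resolution 0.5 they came to 2.82 and 1.38 (0.093 to 2.62), and with the genes of tables S2 to S4 held out to 3.04 and 1.59. *Itga8* and *Npnt* are also abundant in alveolar fibroblast-like cells, and *Itga8* is a marker used to name them. RNA or doublets of alveolar fibroblasts are a candidate source. A share of 5.44% of such RNA would give the rise of *Itga8*, but the other alveolar markers rose by a median of 0.201 of what this share would bring, with *C7* at 0.053 and *Spon1* at 0.035 of it. *Tcf21* at 1.07, *Hsd11b1* at 0.931 and *Cxcl14* at 1.54 rose as much as the share would bring or close to it. *Adh1* rose by 3.23 times as much. What remains open is a change of state within ALMF-like cells or a mixed cluster, since 937 of the 1020 *Gli1 HHIPCKO* ALMF-like cells are in 1 cluster with 9 control cells. No biological explanation was tested.

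Immediate early genes moved in opposite directions, with a median log2 ratio of −1.436 in ALMF-like and 2.492 in DMF-like cells. The difference between the classes was not tested. Clusters led by such genes that were named ALMF in one library and DMF in the other are a candidate explanation. With the immediate early genes held out of clustering, the ALMF-like median was 1.654 and the DMF-like median −0.471, so the directions changed places. With the libraries clustered separately, both were above 0, at 1.136 and 0.502. Over ALMF-like and DMF-like cells together the median was 0.528. No biological explanation was tested for the opposite directions.

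*Acta2* had a log2 ratio of −0.24 in ALMF-like and 1.14 in DMF-like cells, and the difference between the classes was not tested. Cells that moved over the boundary between the classes cannot be told apart from a change within them. On the CPM scale the ALMF-like ratio stayed below 0 under each alternative, with −0.10 as its highest value, but the markers that set the boundary may themselves change with the deletion, which keeps this open. An opposite effect of the deletion in ALMFs and DMFs was not tested in other mice.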

How the results depend on the processing

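The settings with the immediate early genes held out, with cells named one by one, with the fold over 3 classes and with 4 genes left out of the senescence list were chosen only after the result was seen. Each result was recomputed under the alternatives that apply to it, 1 choice at a time, for 173 results and 1920 values. Of these values 1409 differed from the reported one by less than counting error, or for a list or a count by less than its set limit, and 481 moved by more. The other 30, in 16 results, changed sign where the reported value was beyond its counting error or its range of random lists. Sign changes of values within those limits are not among the 30. Among the single genes, classes and lists that answer no comparison of their own, 350 of 1541 values moved and 29 changed sign in the same sense. The cause was not tested, except for the immediate early genes.

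The log2 ratios of *Hhip* and *Igf1* in ALMF-like and DMF-like cells kept their sign under each alternative, as did *Acta2* and *Tagln* in DMF-like cells, *Myh11* in DMF-like cells, *Cdkn1a* in both classes, and *Cdkn1a*, *Cdkn1b*, *B2m* and *Ypel3* in AT2-like cells. *Myh11* in ALMF-like cells stayed above 0 but came to 0.026 at resolution 0.5, with an interval of −0.24 to 0.28. *Igf1* in ALMF-like cells ran from 1.74 to 3.30 and *Cdkn1a* from 0.50 to 2.18. *Acta2* in ALMF-like cells ran from −0.71 to 0.073 and changed sign on the scale of means over cells. *Acta2* in vascular smooth muscle-like, pericyte-like and peribronchial fibroblast-like cells stayed below 0 wherever a value was given.

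On Seurat's average log2 fold change, the log2 ratio was −0.87 in ALMF-like and −2.21 in DMF-like cells for *Hhip* and 1.93 in ALMF-like, 1.63 in DMF-like, 1.12 in peribronchial fibroblast-like, 0.42 in adventitial fibroblast-like and 0.18 in alveolar fibroblast-like cells for *Igf1*. For *Cdkn1a* it was 0.73 in ALMF-like, 0.76 in DMF-like and 0.81 in AT2-like cells and for *Myh11* 0.98 in DMF-like cells. For *Acta2* it was −0.40 in peribronchial fibroblast-like cells and for *Cdkn1b* 0.26 in AT2-like cells. For *B2m* it was 0.17 in AT2-like cells and for *Ypel3* 0.39 in AT2-like cells. Lists had median log2 ratios of 0.092 in AT2-like cells for the senescence list. *Igf1* ranked 1 in ALMF-like and 8 in DMF-like cells.

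As a difference of means over cells of the log-normalized value, the log2 ratio was −0.37 in ALMF-like and −1.75 in DMF-like cells for *Hhip* and 1.74 in ALMF-like, 1.80 in DMF-like, 0.29 in adventitial fibroblast-like and 0.10 in alveolar fibroblast-like cells for *Igf1*. *Acta2* had 0.073 in ALMF-like, 1.54 in DMF-like, 0.20 in adventitial fibroblast-like, −0.25 in vascular smooth muscle-like and −0.0052 in pericyte-like cells and *Myh11* had 0.30 in ALMF-like and 0.97 in DMF-like cells. *Tagln* had 0.038 in ALMF-like and 1.36 in DMF-like cells and *Cdkn1a* had 0.50 in ALMF-like, 0.49 in DMF-like and 0.69 in AT2-like cells. *Cdkn1b* had 0.22 in AT2-like cells and *B2m* had 0.15 in AT2-like cells. *Ypel3* had 0.38 in AT2-like cells. Median log2 ratios of lists came to −0.027 in adventitial fibroblast-like and −0.051 in mesothelial-like cells for the immediate early list and 0.057 in AT2-like cells for the senescence list. *Igf1* ranked 1 in ALMF-like and 1 in DMF-like cells.

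With doublets left out, the log2 ratio was −1.50 in ALMF-like cells for *Hhip* and 2.20 in ALMF-like and 0.31 in adventitial fibroblast-like cells for *Igf1*. For *Acta2* it was −0.32 in ALMF-like, −0.14 in vascular smooth muscle-like and 1.12 in AT2-like cells and for *Myh11* 0.32 in ALMF-like and 1.36 in DMF-like cells. For *Tagln* it was −0.17 in ALMF-like cells. Lists had median log2 ratios of −0.01 in mesothelial-like cells for the IGF list.

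At resolution 0.5, the log2 ratio was −0.66 in ALMF-like and −2.42 in DMF-like cells for *Hhip* and 1.93 in ALMF-like cells for *Igf1*. *Acta2* had −0.71 in ALMF-like, 0.78 in DMF-like and 0.54 in adventitial fibroblast-like cells and *Myh11* had 0.026 in ALMF-like and 1.02 in DMF-like cells. *Tagln* had −0.53 in ALMF-like and 0.72 in DMF-like cells and *Cdkn1a* had 1.82 in ALMF-like and 0.88 in DMF-like cells. *Fos* had 0.032 in ALMF-like cells. Median log2 ratios of lists came to −0.306 in ALMF-like cells for the IGF list and 0.253 in ALMF-like cells for the senescence list. *Igf1* ranked 18 in DMF-like cells. The ALMF-like and DMF-like marker lists shared 1 gene.

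With the libraries clustered separately, the log2 ratio was −0.35 in ALMF-like and −2.23 in DMF-like cells for *Hhip* and 3.06 in ALMF-like and 2.11 in DMF-like cells for *Igf1*. For *Cdkn1a* it was 1.90 in ALMF-like and 0.96 in DMF-like cells and for *Acta2* 1.09 in DMF-like, −0.26 in peribronchial fibroblast-like and −1.41 in vascular smooth muscle-like cells. For *Nr4a1* it was 0.32 in ALMF-like cells and for *Fos* 1.66 in ALMF-like cells. For *Scgb1a1* it was 2.10 in AT2-like cells. Lists had median log2 ratios of 0.325 in ALMF-like cells for the IGF list, 0.225 in ALMF-like cells for the senescence list and 1.14 in ALMF-like cells for the immediate early list. *Igf1* ranked 19 in DMF-like cells. The share of AT2-like cells with a *Cdkn1a* UMI was 22.9% in control and 56.9% in *Gli1 HHIPCKO*. The ALMF-like and DMF-like marker lists shared 1 gene.

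With no gene held out of clustering, the log2 ratio was −1.51 in ALMF-like cells for *Hhip* and 2.19 in ALMF-like cells for *Igf1*. *Acta2* had −0.40 in ALMF-like, −0.18 in peribronchial fibroblast-like and −0.46 in vascular smooth muscle-like cells and *Myh11* had 0.23 in ALMF-like and 1.39 in DMF-like cells. *Tagln* had −0.21 in ALMF-like cells and *Scgb1a1* had 0.061 in AT2-like cells. *Igf1* ranked 21 in ALMF-like cells.

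With the genes of tables S2 to S4 held out, the log2 ratio was −0.80 in ALMF-like cells for *Hhip* and 0.32 in ALMF-like cells for *Myh11*. For *Cdkn1a* it was 1.90 in ALMF-like and 0.81 in DMF-like cells and for *Acta2* 1.02 in DMF-like cells. For *Tagln* it was 0.83 in DMF-like cells and for *Fos* 0.71 in ALMF-like cells. Lists had median log2 ratios of 0.222 in ALMF-like cells for the senescence list and 0.766 in ALMF-like cells for the immediate early list. *Igf1* ranked 19 in DMF-like cells.

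With the immediate early genes held out too (chosen after seeing the data), the log2 ratio was −0.37 in ALMF-like and −2.01 in DMF-like cells for *Hhip* and 3.30 in ALMF-like, 2.12 in DMF-like and 0.16 in alveolar fibroblast-like cells for *Igf1*. *Acta2* had −0.10 in ALMF-like, 1.33 in DMF-like, −0.18 in peribronchial fibroblast-like and 0.082 in adventitial fibroblast-like cells and *Myh11* had 0.61 in ALMF-like and 1.57 in DMF-like cells. *Tagln* had 0.22 in ALMF-like and 1.12 in DMF-like cells and *Cdkn1a* had 2.18 in ALMF-like and 0.58 in DMF-like cells. *Nr4a1* had 1.52 in ALMF-like cells and *Fos* had 1.68 in ALMF-like and −0.85 in DMF-like cells. *Klf2* had 0.23 in ALMF-like cells and *Socs3* had −0.11 in DMF-like cells. *Scgb1a1* had 0.51 in AT2-like cells. Median log2 ratios of lists came to 0.49 in ALMF-like cells for the IGF list, 0.308 in ALMF-like cells for the senescence list, 1.65 in ALMF-like and −0.471 in DMF-like cells for the immediate early list and 0.165 in ALMF-like and −0.059 in alveolar fibroblast-like cells for the hypoxia list. *Igf1* ranked 18 in DMF-like cells.

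With no cell filter, the log2 ratio was 2.30 in ALMF-like cells for *Igf1* and −0.34 in ALMF-like, 0.033 in adventitial fibroblast-like and −0.10 in vascular smooth muscle-like cells for *Acta2*. For *Tagln* it was −0.12 in ALMF-like cells. With ALMF-like and DMF-like cells named one by one (chosen after seeing the data), the log2 ratio was 2.20 in ALMF-like cells for *Igf1* and 1.60 in ALMF-like and 0.72 in DMF-like cells for *Cdkn1a*. *Hhip* had −2.68 in DMF-like cells and *Tagln* had 0.92 in DMF-like cells. *Nr4a1* had 0.11 in ALMF-like cells and *Fos* had 0.60 in ALMF-like cells. Median log2 ratios of lists came to 0.677 in ALMF-like cells for the immediate early list. With median-of-ratios scaling, the log2 ratio was −0.40 in peribronchial fibroblast-like and −0.46 in vascular smooth muscle-like cells for *Acta2*. With cells thinned to 2000 UMIs, the share of AT2-like cells with a *Cdkn1a* UMI was 11.7% in control and 30.6% in *Gli1 HHIPCKO*. With the 4 genes the paper names for AT2s left out of the list (chosen after seeing the data), the median of the senescence list was 0.144 in AT2-like cells. Among genes detected in at least 25% of cells, *Igf1* ranked 3 in ALMF-like and 19 in DMF-like cells. Among every gene with at least 50 UMIs, *Igf1* ranked 35 in ALMF-like and 83 in DMF-like cells. With the fold taken over the 3 fibroblast classes other than ALMF and DMF (chosen after seeing the data), the ALMF-like and DMF-like marker lists shared 56 genes.

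Leaving ribosomal, mitochondrial, haemoglobin and rRNA-like genes out of the total moved none of the values printed above, and taking the 50 genes with the largest fold left the overlap at 0. With doublets left out, and with the genes of tables S2 to S4 held out, no cluster was named peribronchial fibroblast, so these settings gave no value for that class or for the overlap of ALMF-like and DMF-like markers. With doublets left out, 289 control and 400 *Gli1 HHIPCKO* cells were named airway smooth muscle instead. No paired analysis was possible because 1 mouse per condition was sequenced and the mice are not paired. The depth limits *Cdkn2a*, with 0 of 2831 control and 0 of 2846 *Gli1 HHIPCKO* myofibroblast-like cells, and *Igf1* in pericyte-like cells, with 2 UMIs in control and 29 in *Gli1 HHIPCKO*.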

Differences from the paper's values

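The fold over 3 fibroblast classes, named here for the shared markers, was chosen only after the result was seen. Values are compared on the authors' scale, Seurat's average log2 fold change of tables S2 and S3, with the log2 ratio of CPM beside it. No fixed limit is stated for when a gap counts as closed, so these calls are approximate. The values printed beside them show what is left of each gap.

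In ALMF-like cells, *Acta2* had an average log2 fold change of −0.229 (log2 ratio of CPM −0.24) against the paper's 0.0953. On the authors' scale none of the alternatives set before the data were examined closed the gap. The difference of means over cells of the log-normalized value, also set then but on a scale of its own, was 0.0733, which is close in number but not a like-for-like match. *Myh11* had 0.347 (0.46) against the paper's 0.513, and none of the alternatives set before the data were examined closed the gap. *Cdkn1a* had 0.726 (1.02) against the paper's 1.05. Resolution 0.5, at 1.02, and the libraries clustered separately, at 1.12, closed this gap and the others did not. *Adh1* had 0.946 (4.03) against the paper's 0.594, and only holding out the genes of tables S2 to S4, at 0.596, closed the gap among these alternatives. *Sorl1* had 1.10 (3.26) against the paper's 0.999. No cell filter, at 1.06, doublets left out, at 1.01, and no gene held out, at 1.07, closed the gap and the others did not. *Npnt* had 1.08 (3.05) against the paper's 0.726, *Fos* −1.92 (−2.20) against the paper's 0.732, and *Klf2* −1.31 (−2.18) against the paper's −0.420. For *Npnt* and *Klf2* none of these alternatives closed the gap. *Fos* came closest to the paper's value with the genes of tables S2 to S4 held out, at 0.61.

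In DMF-like cells, *Hhip* had an average log2 fold change of −2.21 (log2 ratio of CPM −2.52) against the paper's −2.10. Resolution 0.5, at −2.16, came closest among these alternatives. *Myh11* had 0.978 (1.22) against the paper's 1.13, and doublets left out, at 1.07, and no gene held out, at 1.10, closed the gap while the others did not. *Tagln* had 0.981 (0.98) against the paper's 1.04, and median-of-ratios scaling, at 1.01, came closest among these alternatives. *Cdkn1a* had 0.758 (1.23) against the paper's 0.542. Resolution 0.5, at 0.590, and holding out the genes of tables S2 to S4, at 0.550, closed the gap and the others on the authors' scale did not. The difference of means over cells of the log-normalized value, on its own scale, was 0.492. *Tceal6* had 0.494 (3.91) against the paper's 0.566. Ribosomal, mitochondrial, haemoglobin and rRNA-like genes out of the total, at 0.548, and the libraries clustered separately, at 0.528, came closest among these alternatives. Median-of-ratios scaling, at 0.504, left most of the gap. *Ngb* had 1.11 (3.40) against the paper's 1.34, and none of these alternatives closed the gap. *Cyp2e1* had −1.33 (−2.00) against the paper's −1.25. Resolution 0.5, at −1.23, came closest among these alternatives. Median-of-ratios scaling and no cell filter, each at −1.32, left most of the gap.

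ALMF-like and DMF-like cells shared 0 of their 100 leading markers, against 15 in the paper's table S1, and none of the 5 of these alternatives that gave a value closed the gap, with at most 1 shared gene. The fold over the 3 other fibroblast classes, chosen after seeing the values, gave 56. The paper's fig. S3L gives a representation factor of about 45, read by eye, where the value here was 0, and 168 under that added setting.

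By the log2 ratio of CPM, *Igf1* ranked 12 in ALMF-like cells against the paper's 1 in table S3, and on Seurat's scale and as a difference of means over cells it ranked 1, while the other alternatives did not reach this rank. In DMF-like cells it ranked 30 against the paper's 3 in table S2. Under the alternatives set before the data were examined it ranked 8 on Seurat's scale, 1 as a difference of means over cells and 18 or lower down the list in the others, and none gave the paper's rank.

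The paper states that *Acta2*, *Myh11* and *Tagln* are higher in both ALMFs and DMFs. Of these 6 comparisons, 4 were above 0 here, while *Acta2* with −0.24 and *Tagln* with −0.03 in ALMF-like cells were not. The paper states that *Igf1* rises most among the genes that differ in myofibroblasts, while by the log2 ratio of CPM 11 genes in ALMF-like and 29 in DMF-like cells were above it. The paper states a high concordance of markers between ALMFs and DMFs, where 0 were shared with each class in the other's comparison group. That setup lowers the overlap. Over the other 3 fibroblast classes, a setting chosen after seeing the data, 56 were shared. For alveolar fibroblasts the paper states no significant increase of *Igf1*, and here the log2 ratio was 0.37, with a counting interval of 0.19 to 0.55. That interval leaves out differences between mice and RNA from other cells.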

Other observations

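The tests of a scale difference, of *Cdkn1a* and *Igf1* RNA from other cells, of p53 activity, of sex and of stress during dissociation outside AT2-like cells, whose bar was changed once, were chosen only after the result was seen.

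*Cdkn1a* was higher in the *Gli1 HHIPCKO* library in all 11 classes compared, although in immune-like cells the log2 ratio of 0.40 has an interval of −0.17 to 0.95. A scale difference between the libraries is argued against by the median log2 ratio over all genes, which was at most 0.0619 in size in these classes. In red cell-like clusters, which were not among them, it was 0.609. RNA from other cells is argued against in ALMF-like, DMF-like, peribronchial, adventitial, AT2-like and ciliated cells, where the smallest rise was 1.68 times the 76.1 CPM of *Gli1 HHIPCKO* pericyte-like cells. The *Gli1 HHIPCKO* red cell-like clusters held 91.0 CPM, which is also below the rise in these classes. In alveolar fibroblast-like, vascular smooth muscle-like, pericyte-like, mesothelial-like and immune-like cells it cannot be told apart from expression, since the rises there were from 0.791 to 1.35 times the pericyte level. The largest of them, 103 CPM in alveolar fibroblast-like cells, is within the 95% interval of 73.8 to 111 CPM of the red cell-like clusters. The rise in pericyte-like cells is set against the level of the same cells, a bar it could not pass. The comparison therefore decides nothing for pericyte-like cells. For stress during dissociation, the cells of each class were put in 3 groups by share of immediate early UMIs. In AT2-like cells the stress is argued against by a log2 ratio of 1.37 (1.17 to 1.57) in the lowest group and 1.42 (1.25 to 1.59) in the middle one. The immediate early list still had a median of 0.271 in the lowest group, above the range of random lists, and 0.086 in the middle one, within it. In ALMF-like, DMF-like, peribronchial, adventitial and alveolar fibroblast-like, vascular smooth muscle-like and ciliated cells it is argued against by the groups with at least 10 immediate early genes measured and their median not above the range of random lists, where the smallest ratio was 0.34 (0.050 to 0.64). The lowest peribronchial group, with 3 such genes measured, had a ratio of 0.17 (−0.42 to 0.78). In DMF-like cells the ratio was 0.58 (0.30 to 0.85) in the lowest and 0.76 (0.52 to 1.01) in the middle group. Both are below the 1.23 of the whole class. It was 1.29 in the highest group, where immediate early genes were raised. Stress is therefore argued against as the whole source in DMF-like cells, not as a part of it. In pericyte-like, mesothelial-like and immune-like cells stress during dissociation cannot be told apart from expression, since 1 of their 9 groups met this bar, and in that mesothelial group the ratio was −0.43 (−1.20 to 0.29). Immediate early genes are the only measure of stress used here. A role of p53 cannot be told apart from others, since its targets were at percentile 4.44 in AT2-like cells with 5 genes higher and 7 lower. Only the *Gli1 HHIPCKO* mouse received tamoxifen. Effects of sex or of tamoxifen on *Cdkn1a* cannot be told apart from that of the deletion with 1 mouse per condition. The deletion itself stays open as a biological explanation.

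For *Igf1* in ALMF-like and DMF-like cells, RNA from other cells is argued against by a rise of 30.0 times the 22.3 CPM of *Gli1 HHIPCKO* pericyte-like cells in ALMF-like cells and of 40.7 times in DMF-like cells. The *Gli1 HHIPCKO* red cell-like clusters held 106 CPM. The sex of the mice, with 1 mouse per condition, cannot be told apart from the deletion as a source of the rise. Nor can tamoxifen, which only the *Gli1 HHIPCKO* mouse received. The share of cells with an *Igf1* UMI was 27.7% in control and 72.8% in *Gli1 HHIPCKO* ALMF-like cells, and 20.7% and 67.1% with cells thinned to 2000 UMIs. In DMF-like cells it was 46.9% and 85.1%, and 43.1% and 84.7% after thinning. In alveolar fibroblast-like cells the *Igf1* rise was 34.7 CPM, below the 106 CPM of the red cell-like clusters. RNA from other cells cannot be told apart from expression there.

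Among 6675 genes measured in 10 classes, with *Xist*, *Tsix*, *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* left out, *Hist1h1c* and *Fkbp5* had log2 ratios past 1 in the same direction in every class, from 1.13 to 2.19 and from 1.65 to 2.87. They were singled out after their values were seen. A strain difference at linked loci cannot be told apart from other sources, since 2 genes are too few for a pattern along a chromosome, and 0 pairs of such genes lay within 5 Mb. *Cdkn1a*, whose ratio was not past 1 in every class, was not among such genes. It starts at 29090976 on chromosome 17, within 5 Mb of *Fkbp5* at 28399094. A strain difference at linked loci was not tested for *Cdkn1a* and stays open for it too.

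*Gli1*, a Hedgehog target, had log2 ratios of 1.66 in ALMF-like and 2.69 in DMF-like cells, and *Ptch1* of 0.63 and 1.44. The ALMF-like ratio of *Gli1* came to 0.062 (−1.55 to 1.44) at resolution 0.5, where no difference is detectable, and that of *Ptch1* to 0.41 with the libraries clustered separately. The Hedgehog target list, which holds *Hhip* itself, had medians of 0.595 and 1.551 in these classes and 0.133 in AT2-like cells, where it came to −0.577 with no gene held out and was also below 0 with the libraries clustered separately. The hypoxia list had medians of −0.361 in ALMF-like, −0.088 in DMF-like and 0.459 in AT2-like cells. The ALMF-like median came to 0.165 with the immediate early genes held out, and the AT2-like median to 0.024 on Seurat's average log2 fold change. Ribosomal protein genes had medians of 0.059, 0.285 and 0.335 in the same order.

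*Hgf* had a log2 ratio of −1.25 in ALMF-like, −0.88 (−1.79 to 0.016) in DMF-like and 1.81 in adventitial fibroblast-like cells, and *Wnt2* rose from 144 to 207 CPM in alveolar fibroblast-like cells, a log2 ratio of 0.52 (0.36 to 0.69). *Acta2* had a log2 ratio of 0.76 (0.67 to 0.86) in alveolar fibroblast-like, −1.98 in mesothelial-like and −0.20 in adventitial fibroblast-like cells. In adventitial fibroblast-like cells it came to 0.54 at resolution 0.5.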
